# Engraftment of allogeneic iPS cell-derived cartilage organoid in a primate model of articular cartilage defect

**DOI:** 10.1038/s41467-023-36408-0

**Published:** 2023-02-20

**Authors:** Kengo Abe, Akihiro Yamashita, Miho Morioka, Nanao Horike, Yoshiaki Takei, Saeko Koyamatsu, Keisuke Okita, Shuichi Matsuda, Noriyuki Tsumaki

**Keywords:** Induced pluripotent stem cells, Osteoarthritis, Regenerative medicine, Tissues

## Abstract

Induced pluripotent stem cells (iPSCs) are a promising resource for allogeneic cartilage transplantation to treat articular cartilage defects that do not heal spontaneously and often progress to debilitating conditions, such as osteoarthritis. However, to the best of our knowledge, allogeneic cartilage transplantation into primate models has never been assessed. Here, we show that allogeneic iPSC-derived cartilage organoids survive and integrate as well as are remodeled as articular cartilage in a primate model of chondral defects in the knee joints. Histological analysis revealed that allogeneic iPSC-derived cartilage organoids in chondral defects elicited no immune reaction and directly contributed to tissue repair for at least four months. iPSC-derived cartilage organoids integrated with the host native articular cartilage and prevented degeneration of the surrounding cartilage. Single-cell RNA-sequence analysis indicated that iPSC-derived cartilage organoids differentiated after transplantation, acquiring expression of PRG4 crucial for joint lubrication. Pathway analysis suggested the involvement of SIK3 inactivation. Our study outcomes suggest that allogeneic transplantation of iPSC-derived cartilage organoids may be clinically applicable for the treatment of patients with chondral defects of the articular cartilage; however further assessment of functional recovery long term after load bearing injuries is required.

## Abstract (web summary)

Allogeneic iPSC-derived cartilage organoids survive and integrate with surrounding native cartilage without immune reactions in a primate model of chondral defects in the knee joints, being remodeled and functioning as articular cartilage.

## Introduction

Articular cartilage covers the ends of bones and provides lubrication, which is vital for smooth joint movement and shock absorption. Articular cartilage is avascular and consists of chondrocytes embedded in the extracellular matrix (ECM), which enables the mechanical functions necessary for joint motion and shock absorption. Cartilage ECM consists of collagen fibrils composed of type II, IX, and XI collagen molecules and proteoglycans composed of aggrecan, link protein, and glycosaminoglycans.

As articular cartilage has a limited capacity for repair, and so far, no drugs are available for cartilage repair, focal damage or erosion of articular cartilage frequently leads to debilitating conditions, such as osteoarthritis. Although cell-based therapies have been proposed, only a limited number of autologous chondrocytes are generated since expansion culture steers the chondrocyte character toward that of fibroblastic cells^1^, as evidenced in autologous chondrocyte implantation (ACI), wherein more than 90% of the repaired tissue is fibrocartilaginous^2^. Allogeneic cartilage has been transplanted clinically without matching human leukocyte antigen (HLA) types and without the use of immunosuppressive drugs^3–5^. However, whether the transplanted allogeneic cartilage causes an immune reaction remains controversial. Some reports suggest low immunogenicity of chondrocytes^6,7^, whereas others show that chondrocytes are antigenic and elicit varying degrees of immune reactions^8,9^. To the best of our knowledge, the regenerative mechanisms following allogeneic cartilage transplantation have not yet been reported. Whether transplanted cartilage achieves engraftment (survives and constitutes repaired tissue directly) or only transiently remains and secretes growth factors to stimulate recipient progenitor cells has not been analyzed.

Induced pluripotent stem (iPS) cells are a promising source for the regenerative treatment of articular cartilage damage^10,11^. Cartilage consisting of chondrocytes and ECM has been successfully created from iPS cells by differentiating them into chondrocytes, which are subsequently transferred into a three-dimensional culture to make iPS cell-derived chondrocytes produce and accumulate ECM around themselves to form cartilaginous tissue particles^12,13^. Owing to the self-renewal activity of iPS cells, allogeneic iPS cell-derived cartilage organoids can theoretically be produced inexhaustibly and transplanted into an unlimited number of patients, solving the issues associated with allogenic cartilage, such as scarcity of donors, risk of disease transmission, and variations in cartilage qualities between donors.

In this study, we analyzed the allogenic transplantation of major histocompatibility complex (MHC)-mismatched iPS cell-derived cartilage organoids in a primate animal model without the use of immunosuppressive drugs. We differentiated *cynomolgus monkey* iPS cells (cyiPSCs) into chondrocytes to create cyiPSC-derived cartilage organoids (cyiPS-Cart). We then transplanted cyiPS-Cart into chondral defects on the knee joint surface of *cynomolgus monkeys* in an allogeneic manner. Single-cell RNA-sequencing (scRNA-seq) and molecular analysis of the cyiPS-Cart graft revealed molecular pathways involved in cell differentiation that remodeled the cyiPS-Cart toward articular cartilage after transplantation.

## Results

### Preparation of cyiPS cell-derived cartilage organoid (cyiPS-Cart)

1466A1 cyiPSCs expressing enhanced green fluorescent protein (EGFP) under a constitutive promoter were used. Cartilage was created from cyiPSCs^14^ and human iPSCs^12,13^ using modified protocols. Briefly, chondrocytes were induced from cyiPSCs in a chondrogenic medium for two weeks and transferred to a three-dimensional culture, where they produced and accumulated ECM to form cartilaginous particles (Supplementary Fig. 1a). The cyiPSC-derived cartilage organoid (cyiPS-Cart) particles were 1–3 mm in diameter (Supplementary Fig. 1b). Histological analysis showed that the particles consisted of cells, and the ECM was stained positively with safranin O. Immunohistochemical analysis revealed that the ECM contained type II collagen (Supplementary Fig. 1c). Type I collagen was not detectable except at the periphery of a particle.

### Allogeneic transplantation of cyiPS-Cart in primate chondral defect model

Cartilage defects can be classified into two categories based on their depth: chondral defects extending down to but not through the subchondral bone, and osteochondral defects extending down through the subchondral bone (Fig. 1a). Chondral defects are the most common in patients with articular cartilage damage or erosion, including during the early stages of osteoarthritis.

**Fig. 1:**
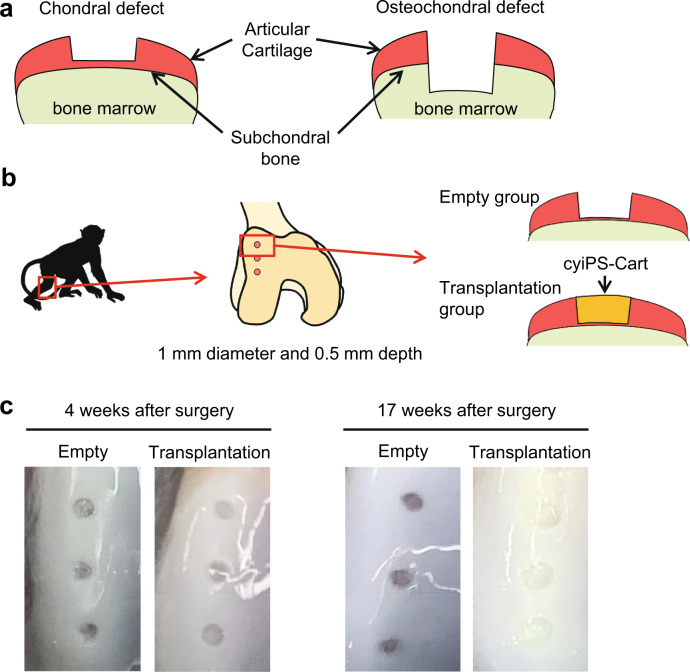
Transplantation of cyiPS-Cart in the knee joints in a primate model. **a** Two categories of articular cartilage defect. Left: chondral defects extending down to but not through the subchondral bone. Right: osteochondral defects extending down through the subchondral bone. **b** Primate model for cyiPS-Cart transplantation. Chondral defects were created in the femoral trochlear ridge of the right knee joints in *cynomolgus monkeys*. CyiPS-Cart (transplantation group) or nothing (empty group) were transplanted into the defects. The monkey image is taken from [https://www.flaticon.com/free-icon/monkey_47138] following the Flaticon license guidelines. **c** Gross appearance of the joint surface 4 weeks (left) and 17 weeks (right) after surgery. Data were representative of three monkeys.

We created chondral defects in the femoral trochlear ridge of the right knee joints of 12 *cynomolgus monkeys* and transplanted cyiPS-Cart (transplantation group) in six monkeys or nothing (empty group) in the remaining monkeys (Fig. 1b). MHC typing revealed a mismatch between cyiPSCs and recipient monkeys (Supplementary Table 1). Computed tomography (CT) imaging analysis of the knee joints indicated that bone structures were normal immediately after surgery and at 4 and 12 weeks after surgery (Supplementary Fig. 2), suggesting that the defects were chondral and did not extend through the subchondral bone throughout the experiment.

Three monkeys from each group were sacrificed 4 and 17 weeks after surgery (*n* = 3). The gross appearance of the joint surface indicated that chondral defects in the empty group were filled with brown tissue at 4 and 17 weeks (Fig. 1c). On the other hand, chondral defects in the transplantation group were filled with transparent tissue at 4 weeks (Fig. 1c) which later turned white as articular cartilage, making it difficult to distinguish the area where cyiPS-Cart were transplanted from the surrounding articular cartilage area at 17 weeks after transplantation (Fig. 1c). In each monkey, one transplant site was harvested and subjected to histological analysis and other two sites were combined and used for scRNA-seq analysis.

### Allogeneic transplantation of cyiPS-Cart did not elicit an immune reaction in primate chondral defects

We recently reported that allogeneic cyiPS-Cart elicited an immune reaction when transplanted into osteochondral defects^14^. However, no scientific evidence exists on whether allogeneic cartilage elicits an immune reaction when implanted in chondral defects. To answer this question, we analyzed histological sections of the transplanted sites. For control, we created osteochondral defects in additional three monkeys, transplanted cyiPS-Cart, and sacrificed them 4 weeks later.

Four weeks after allogeneic transplantation into osteochondral defects, histological analysis revealed that many cells, including CD3+ T lymphocytes, accumulated around the cyiPS-Cart in the bone marrow (Fig. 2a, b), which is consistent with a previous report^14^. In contrast, there was no cell accumulation around chondral defects transplanted with allogeneic cyiPS-Cart (Fig. 2a, b).

**Fig. 2:**
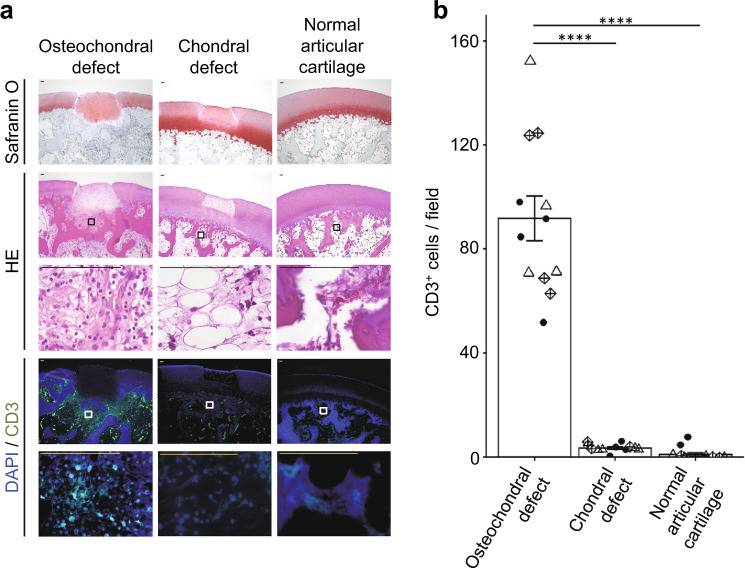
Analysis of immune reactions following allogeneic transplantation of cyiPS-Cart into chondral defects in the knee joints 4 weeks after transplantation. **a** Semi-serial histological sections were stained with safranin O or HE, or immunostained for CD3. Scale bars, 100 µm. **b** The number of CD3+ cells per microscopic field was determined. Four fields were used for each monkey. Three monkeys were used in each group. Each mark indicates one field, and different shapes of marks indicate different monkeys. Error bars denote mean ± SE. ****P < 0.0001 by one-way ANOVA with post hoc Tukey HSD test (*n* = 12 fields). Source data are provided as a Source Data file.

### cyiPS-Cart survived and directly contributed to hyaline cartilage-rich repaired tissue in chondral defects

The quality of repaired tissues in the chondral defects was assessed by staining histological sections with safranin O, which stains the cartilaginous proteoglycans. Chondral defects in the empty group were partially filled at 4 weeks and substantially filled at 17 weeks after surgery, with tissues that were not cartilaginous but fibrous, as indicated by negative safranin O staining (Fig. 3a and Supplementary Figs. 3, 4a). In contrast, chondral defects in the transplantation group were filled with cartilaginous tissue both at 4 and 17 weeks after surgery, as indicated by positive safranin O staining (Fig. 3a and Supplementary Figs. 3, 4a).

**Fig. 3:**
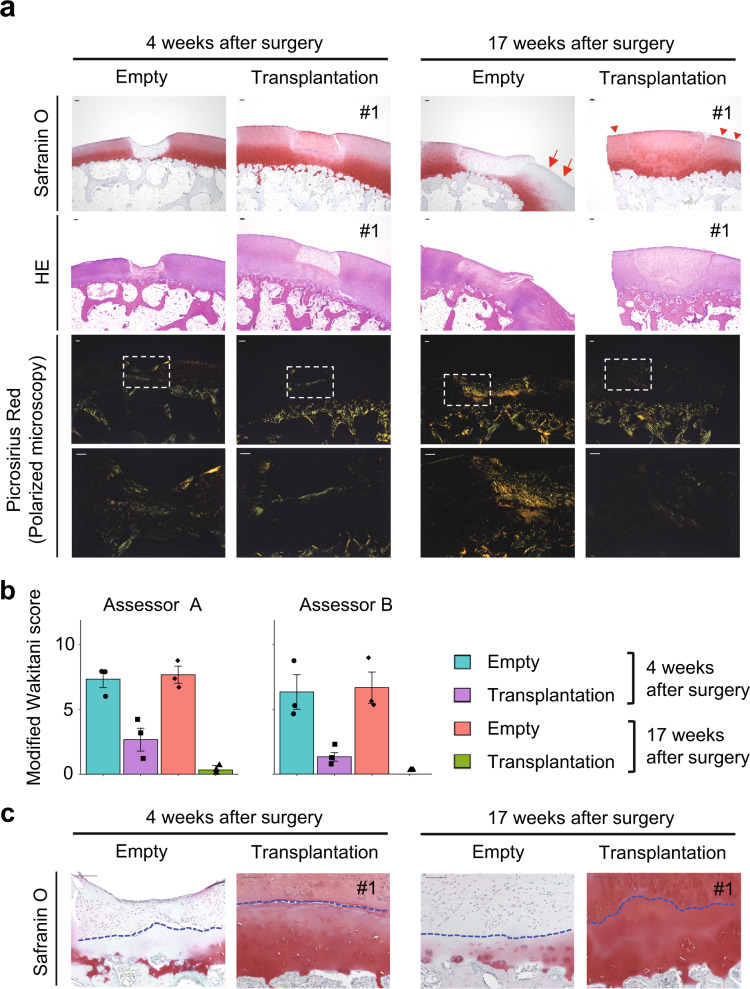
Qualities of repaired tissue in chondral defects. **a** Samples were harvested 4 or 17 weeks after transplantation. Semi-serial sections were stained with Safranin O, HE, or picrosirius red. Sections stained with picrosirius red were observed under a polarized microscope. A magnification of the boxed regions that cover repaired tissue and native articular cartilage in the third row is indicated in the bottom row. Scale bars, 100 µm. **b** Sections stained with Safranin O were subjected to a modified Wakitani histological scoring system (*n* = 3 monkeys in each group) and evaluated by two independent assessors in a blinded manner. Error bars denote mean ± SE. Source data are provided as a Source Data file. **c** Magnifications of remaining cartilage located between the bottom of the defect and bone in (**a**). Dotted lines indicate the bottom of defects. Safranin O staining. Scale bars, 100 µm.

Repaired tissues formed in the chondral defects in the empty groups at both 4- and 17 -weeks after transplantation showed positive picrosirius red staining under polarized microscopy (Fig. 3a), suggesting that the repaired tissues were fibrous. On the other hand, marginal staining was observed in the repaired tissues that filled chondral defects and the articular cartilage in the transplantation groups at both 4- and 17- weeks after transplantation (Fig. 3a), suggesting that they were hyaline cartilage.

Scoring cartilage repair (Supplementary Table 2) revealed better cartilage regeneration in the transplantation group than in the empty group (Fig. 3b). The score improved at 17 weeks from 4 weeks after transplantation (Fig. 3b).

The articular cartilage adjacent to the chondral defect in the empty group lost safranin O staining at 17 weeks after surgery (Fig. 3a, arrows and Supplementary Fig. 4b). The remaining cartilage locates between the bottom of the defect and bone also lost safranin O staining at 4 and 17 weeks after surgery in the empty group (Fig. 3c, area below the dotted lines). These results indicate progressive degeneration of the articular cartilage around the defects. In contrast, the articular cartilage surrounding the chondral defect maintained proteoglycan in the transplantation group at 17 weeks after surgery, suggesting preservation of articular cartilage around the defects (Fig. 3a, arrowheads; Fig. 3c, area below the dotted lines; and Supplementary Fig. 4b).

Immunostaining with anti-GFP antibody revealed that almost all cells in the repaired tissues that filled the chondral defects in the transplantation group expressed GFP (Fig. 4) at both 4 and 17 weeks after transplantation, indicating that transplanted cyiPS-Cart survived and directly contributed to the entire repaired tissue for at least 4 months. Additional immunostaining with antibodies that recognize type I collagen (COL1), a marker for fibrous tissue, and type II collagen (COL2), a marker for cartilage, confirmed that the surviving cyiPS-Cart filling chondral defects contained hyaline cartilage. In contrast, the tissues filling empty chondral defects were fibrous (Fig. 4).

**Fig. 4:**
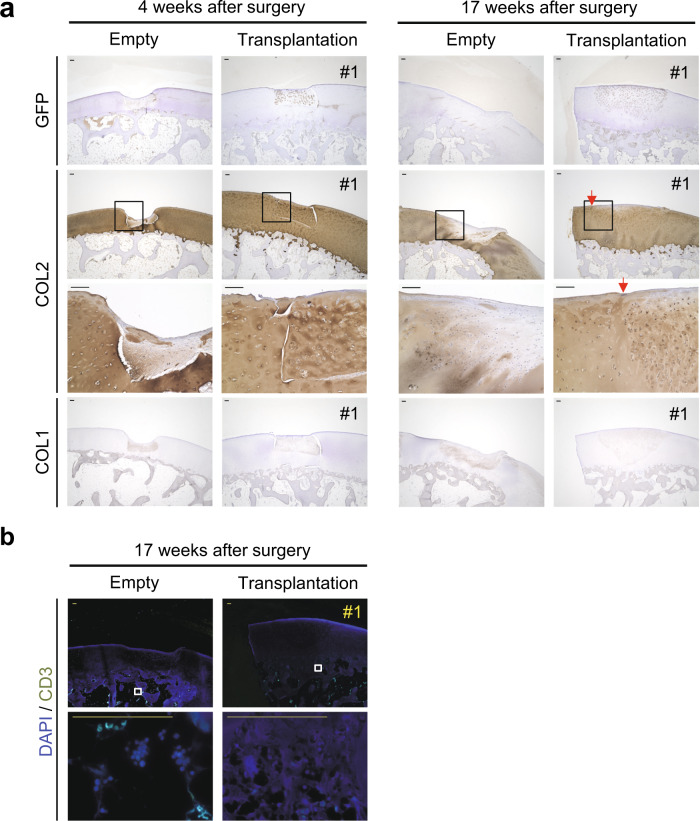
Immunohistochemical staining of repaired chondral defects. **a** Samples were harvested 4 or 17 weeks after transplantation. Semi-serial sections were immunostained for GFP, type II collagen (COL2), and type I collagen (COL1). The boxed regions in the second row are magnified in the third row. Data were representative of three monkeys. **b** Semi-serial histological sections of samples at 17 weeks after transplantation were immunostained for CD3. Data are representative of three monkeys. Scale bars, 100 µm.

The integration of repaired tissue and surrounding native cartilage is difficult, especially in the case of chondral defects, because chondral defects do not bleed^1^. In our study, cyiPS-Cart did not achieve integration at 4 weeks, but integration was observed 17 weeks after transplantation. Although immature tissue was still bridging the cyiPS-Cart and surrounding native cartilage, it was mainly composed of type II collagen (Fig. 4, arrows).

No accumulation of immune cells, including CD3+ T lymphocytes, was observed in the transplantation group 17 weeks after allogeneic transplantation into osteochondral defects (Figs. 3a, 4b), indicating that allogeneic transplantation of cyiPS-Cart into chondral defects did not elicit immune reactions in the primate model for at least 4 months.

### Post-transplant cyiPS-Cart remains cartilaginous while tissues formed in chondral defects in the empty group were fibrous

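Single-cell transcriptomes of 5 samples were read by TAS-Seq, a method in which cDNA on BD Rhapsody beads goes through a terminator-assisted TdT reaction before whole-transcriptome amplification. The samples were undifferentiated cynomolgus monkey iPS cells that carry EGFP (cyiPSC), the cartilage organoids made from them before transplantation (pre-transplant cyiPS-Cart), the organoids recovered from chondral defects 17 weeks after surgery (post-transplant cyiPS-Cart), intact articular cartilage (cyAC) and the fibrous tissue that filled empty defects (cyFT). They were sequenced as 3 libraries. cyiPSC and pre-transplant cyiPS-Cart cells were pooled after hashtag labeling, as were cyAC and cyFT cells, and post-transplant cyiPS-Cart cells had a library of their own. Each condition was therefore taken as 1 sample, and the paper's text does not name how many animals a library pools. No test between conditions was possible, and the 95% intervals given with the values (exact binomial for shares of cells, exact Poisson for reads) cover counting error only, since the counts were taken as reads, the methods describing no step that counts molecules. The authors assigned the reads to Ensembl cDNA and ncRNA sequences of the cynomolgus monkey with Bowtie2, kept cells above the inflection point of the knee plot, set counts they took for diffused background to 0 in highly expressed genes, and removed cells with a high mitochondrial share. The values are these corrected read counts per gene and cell, without normalization. In the matrix behind Fig. 5, 2500 cyiPSCs held 415457877 reads with a median of 143075 per cell, and 3527 pre-transplant cyiPS-Cart cells held 240368262 reads with a median of 59249. From the counts, the reads of each sample were summed and given as counts per 1000000 reads (CPM), and the share of cells with at least 1 read of a gene was taken. Because a deeper cell has more chances to show a read, each share was also taken after thinning every cell to the same number of reads, which for Fig. 5 was 30967 and left out 60 cyiPSCs and 353 pre-transplant cyiPS-Cart cells as too shallow. The scrublet doublet caller marked 14 of the 6027 cells of Fig. 5, too few to count as a working removal of doublets, so no cell was left out of the values given.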

To investigate the fate of cyiPS-Carts after transplantation, we performed scRNA-seq analysis. Single cells were prepared from undifferentiated cyiPSCs (cyiPSC), cyiPS-Cart (pre-transplant cyiPS-Cart), intact articular cartilage (cyAC), fibrous tissue formed in chondral defects in the empty group (cyFT), and cyiPS-Cart in chondral defects in the transplantation group (post-transplant cyiPS-Cart) 17 weeks after surgery (Fig. 5a).

**Fig. 5:**
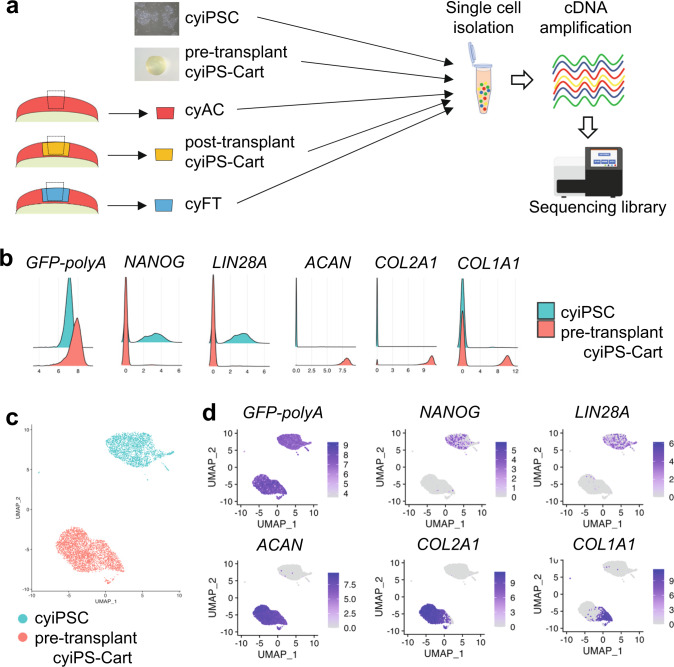
scRNA-seq analysis and chondrogenic differentiation of cyiPSCs into pre-transplant cyiPS-Cart. **a** Schematic representation of samples subjected to scRNA-seq analysis. Undifferentiated cyiPSCs (cyiPSC), cyiPS-Cart (pre-transplant cyiPS-Cart), intact articular cartilage (cyAC), fibrous tissue formed in chondral defects in the empty group (cyFT), and cyiPS-Cart in chondral defects in the transplantation group (post-transplant cyiPS-Cart) 17 weeks after surgery. **b** Ridgeplot (Seurat) showing the distribution of single-cell gene expression in each sample. The x-axis of each panel represents the expression levels of the indicated genes. The y-axis represents the number of cells. **c** CyiPSCs and pre-transplant cyiPS-Cart cells were projected onto UMAP plots with a parameter resolution of 0.5. **d** Marker gene expression levels are indicated in each cell projected on the UMAP plot using the featureplot function.

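Reads of the pluripotency marker *NANOG* were found in 54.8% of cyiPSCs (52.9 to 56.8) and in 1.98% of pre-transplant cyiPS-Cart cells (1.55 to 2.50), at 19.9 and 0.499 CPM. *LIN28A* was found in 60.7% and 2.15% of the cells, at 22.0 and 0.557 CPM. Thinning to equal depth lowered the *NANOG* shares to 32.9% and 1.23% and the *LIN28A* shares to 35.0% and 0.914%. *POU5F1* was not among the listed genes. The chondrocyte marker *ACAN* was found in 99.4% of pre-transplant cyiPS-Cart cells (99.1 to 99.7) and in 2.36% of cyiPSCs (1.80 to 3.03), at 3427 and 5.31 CPM. *COL2A1* was found in 92.5% of pre-transplant cyiPS-Cart cells (91.6 to 93.3) and in 0.40% of cyiPSCs (0.192 to 0.734), the cell type that should lack it, in a library that holds no *COL2A1* count below 145 reads after the authors' correction. Thinned, the *ACAN* shares were 99.6% and 2.05%, and the *COL2A1* shares 92.9% and 0.410%. With so high a lowest count, thinning hardly can change the *COL2A1* call of a cell that it keeps. The summed level of *COL2A1* was 28572 CPM against 17.8 CPM, a log2 ratio of 10.65. The setting that moved this ratio most was leaving out the cells that the doublet caller marked, all of them cyiPSCs, which raised it to 13.53.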

As for chondrogenic differentiation of cyiPSCs toward pre-transplant cyiPS-Cart, the scRNA-seq analysis revealed that cyiPSCs expressed pluripotency markers, whereas cells in pre-transplant cyiPS-Cart did not express pluripotent markers but expressed chondrocyte markers (Fig. 5b). Some of the pre-transplant cyiPS-Cart cells expressed *COL1A1* (Fig. 5b) and likely resided in the periphery of the pre-transplant cyiPS-Cart, as indicated by COL1 immunostaining (Supplementary Fig. 1c). 

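*COL1A1* reads were found in 928 of the 3527 pre-transplant cyiPS-Cart cells (26.3%, 24.9 to 27.8) and in 1.76% of cyiPSCs (1.28 to 2.36), at 7255 and 73.9 CPM. Thinning changed the shares to 27.4% and 1.76%. The positive cells were not spread evenly, since the share with *COL1A1* reads ranged from 1.62% to 86.5% over the 4 clusters of pre-transplant cyiPS-Cart cells. The lowest non-zero *COL1A1* count in these cells was 277 reads, so a cell with fewer reads is listed at 0. For the same reason thinning hardly can change the call of a cell that it keeps. The counts carry no position within the organoid.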

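Reads of the EGFP transgene, listed as GFP-polyA, were found in all 2500 cyiPSCs (100%, lower limit 99.85) and in all 3527 pre-transplant cyiPS-Cart cells (100%, lower limit 99.90), with at least 4 reads in every cell of either sample. The summed level was 1193 CPM in cyiPSCs and 2414 CPM in pre-transplant cyiPS-Cart.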

All cyiPSCs and pre-transplanted cyiPS-Cart cells expressed EGFP. 

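The cells of both samples were clustered with Seurat under the settings of the authors' code, which takes 2000 variable features, 30 principal components and a resolution of 0.5. The 9 clusters each held cells of 1 sample alone, and 99.99% of the 20 nearest neighbors of a cell in principal component space came from its own sample. Leaving out *NANOG*, *LIN28A*, *ACAN*, *COL2A1*, *COL1A1* and GFP-polyA gave again 9 clusters of 1 sample each, as did 5000 features or 42 principal components. A resolution of 0.2 gave 5 such clusters and a resolution of 1 gave 11.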

The uniform manifold approximation and projection (UMAP) plot indicated that cyiPSCs and pre-transplanted cyiPS-Cart cells were plotted as separate clusters (Fig. 5c). 

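The markers were then taken cluster by cluster. In the 4 clusters of pre-transplant cyiPS-Cart cells, which held 120 to 1419 cells, *ACAN* reads were found in 96.7% to 100% of the cells and *COL2A1* reads in 67.9% to 99.8%, whereas *NANOG* reads were found in 1.67% to 2.32% and *LIN28A* reads in 1.90% to 4.17%. In the 5 clusters of cyiPSCs, which held 69 to 951 cells, *NANOG* was found in 7.25% to 67.6% and *LIN28A* in 17.4% to 68.8% of the cells, against 1.18% to 7.25% for *ACAN* and 0.210% to 1.45% for *COL2A1*. From these markers the paper reasons that the cyiPSCs had undergone chondrogenic differentiation.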

Featureplot analysis revealed that the pre-transplant cyiPS-Cart cell cluster expressed chondrocyte markers but not pluripotent markers (Fig. 5d), indicating chondrogenic differentiation of cyiPSCs into pre-transplant cyiPS-Cart cells.

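Each of the 4 samples set side by side in Fig. 6 was deposited as 320 cells. GFP-polyA reads were found in 320 of 320 post-transplant cyiPS-Cart cells (lower limit 98.9%), with at least 50 reads in each, and in 320 of 320 pre-transplant cyiPS-Cart cells. In cyAC and in cyFT, tissues into which no cells were transplanted, 0 of 320 cells held a GFP-polyA read, which allows a share of up to 0.938% of cells with a read in either, at median depths of 29699 and 27499.5 reads per cell against 80335.5 in post-transplant cyiPS-Cart. Both come from another library, so they cannot show how much GFP-polyA RNA was free in the suspension of post-transplant cells. After thinning to 12191 reads per cell, every one of the 320 post-transplant cells still held a GFP-polyA read. Their summed GFP-polyA level was 5504 CPM, against 2354 CPM in the pre-transplant cells of this matrix.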

For samples harvested at 17 weeks after surgery, VlnPlot function (Seurat) revealed positive GFP expression in almost all cells in the post-transplant cyiPS-Cart (Fig. 6a), confirming that cyiPS-Cart survived and directly contributed to the repaired tissue. 

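In post-transplant cyiPS-Cart, 265 of 320 cells (82.8%, 78.2 to 86.8) held *COL2A1* reads and no *COL1A1* reads, 14.7% held both, 2.19% held *COL1A1* alone and 0.313% held neither. In cyFT, 170 of 320 cells (53.1%, 47.5 to 58.7) held *COL1A1* and no *COL2A1* reads, 26.3% held *COL2A1* alone, 10.3% held both and another 10.3% neither. In cyAC, *COL2A1* alone was found in 86.3% of cells and *COL1A1* alone in 5%, and in pre-transplant cyiPS-Cart in 75.6% and 5.94%. The summed *COL2A1* level was 49488 CPM in post-transplant cyiPS-Cart, 47410 in cyAC, 30156 in pre-transplant cyiPS-Cart and 20777 in cyFT, and the *COL1A1* level was 10168, 1196, 7016 and 18192 CPM in the same order. The share of cells with *COL1A1* was lower in post- than in pre-transplant cyiPS-Cart while its summed level was higher, so no order is read between them. Thinning every cell to the same depth left the post-transplant share with *COL2A1* at 97.5% and that with *COL1A1* at 16.9%, and changed the cyFT shares from 36.6% to 39.9% for *COL2A1* and from 63.4% to 60.8% for *COL1A1*. This left out 32 cyFT cells, 12 cyAC cells, 1 pre-transplant cell and no post-transplant cell. The lowest non-zero post-transplant counts were 354 reads for *COL2A1* and 497 for *COL1A1*. Thinning could therefore hardly change the post-transplant shares, which are no check of depth. The authors' correction of background left no *COL1A1* count below 497 reads in the post-transplant library and none below 76 in the library of cyAC and cyFT, so a lower level is listed as 0.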

Almost all cells in post-transplant cyiPS-Cart expressed *COL2A1* and not *COL1A1*, whereas the majority of cells in cyFT expressed *COL1A1* but not *COL2A1* (Fig. 6a), confirming that post-transplant cyiPS-Cart remained hyaline cartilaginous while the cyFT was fibrous.

**Fig. 6:**
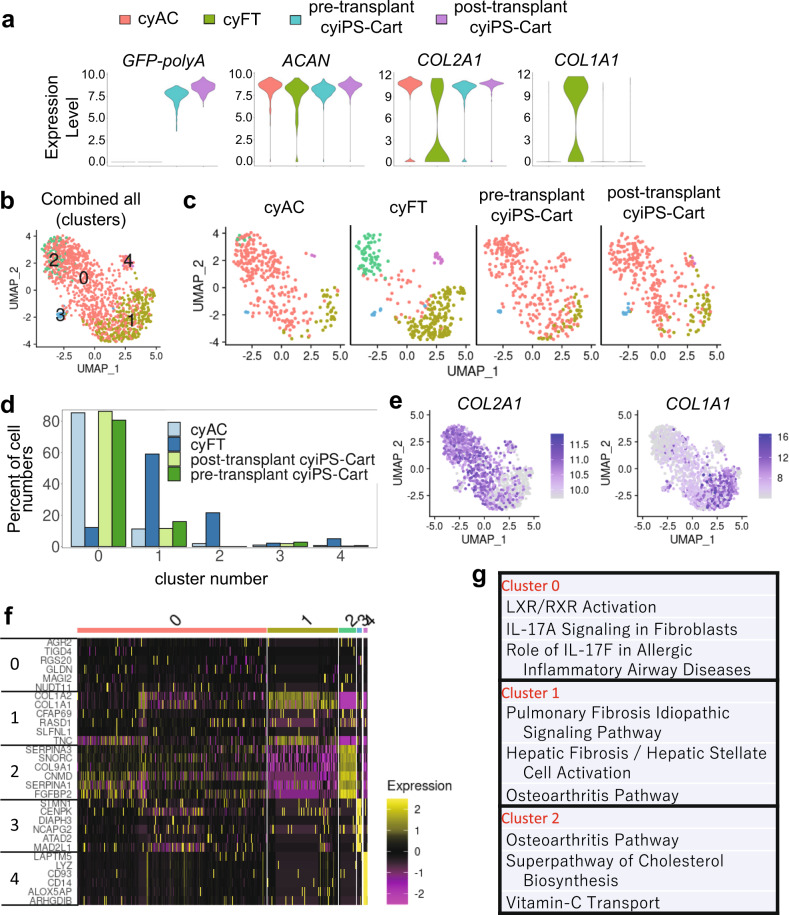
scRNA-seq analysis of cyAC, cyFT, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart. **a** The VlnPlot (Seurat) shows the distribution of single-cell gene expression in each sample. The y-axis of each panel represents the expression levels of the indicated genes. **b** After reducing the cell number for each sample to 320, the data from the samples were integrated. The cells were then clustered with a parameter resolution of 0.2 and projected onto the UMAP plots. **c** UMAP plot in (**b**) separated by samples. **d** The ratio of the number of cells in each cell cluster in each sample (**c**) is plotted. **e** *COL2A1* and *COL1A1* expression levels are indicated in each cell projected on the UMAP plot using the featureplot function. **f** Heatmap revealing the scaled expression of differentially expressed genes for each cluster defined in (**b**). **g** Canonical pathways enriched for each cluster based on differentially expressed genes. The results of Clusters #3 and #4 were omitted because there were very few cells in these clusters.

Then, we analyzed cell subpopulations in cyAC, cyFT, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart samples. 

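The deposited matrix holds these reduced samples, with 14020 genes and 1280 cells. The 320 cells of each sample held 11825548 reads in cyAC, 11087496 in cyFT, 29855420 in post-transplant cyiPS-Cart and 21293959 in pre-transplant cyiPS-Cart, and the median per pre-transplant cell was 58413.5 reads. Of the 320 pre-transplant cells, 300 were also among the cells of Fig. 5, with 0 differing counts over the 13950 genes the matrices share, and 20 were not. In this matrix the doublet caller marked 8 post-transplant cells, 2 cyAC cells and 2 cyFT cells, which were kept.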

We reduced cell numbers to 320 in each sample using a subset function and integrated samples into a single object^15^. We also reduced dimensions, clustered the cells with a parameter resolution of 0.2, and projected them onto a UMAP plot (Fig. 6b). 

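The 4 samples were integrated with Seurat's anchors and clustered with the settings of the authors' code, at a resolution of 0.2, which gave 5 clusters numbered from 0 by size. Cluster 0 held 85% of cyAC cells (80.6 to 88.7), 78.1% of pre-transplant cyiPS-Cart cells (73.2 to 82.5) and 85.6% of post-transplant cyiPS-Cart cells (81.3 to 89.3), but 12.2% of cyFT cells (8.81 to 16.3). Cluster 1 held 59.7% of cyFT cells and cluster 2 held 21.6%. Because collagens help to define the clusters and differ between the samples, the clustering was repeated without *COL1A1*, *COL1A2*, *COL2A1*, *COL3A1* and *ACAN*. It then gave 3 clusters, and the one with most post-transplant cells (89.7%) held 83.8% of cyAC, 81.3% of pre-transplant and 38.8% of cyFT cells. Among the 8 settings set before the data were examined, the share of cyFT cells in the main post-transplant cluster moved most at a resolution of 0.1, to 73.4%, and was 0% without integration, where every pre-transplant cell, 98.8% of post-transplant cells and 91.9% of cyAC cells lay in separate clusters. It was 55.6% with 5000 features and 56.0% without the 12 cells marked as doublets. In 20 random draws that left out as many cells of each sample, chosen after seeing the data, it ranged from 12.3% to 97.8% and exceeded 50% in 18.

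**Figure D1:**
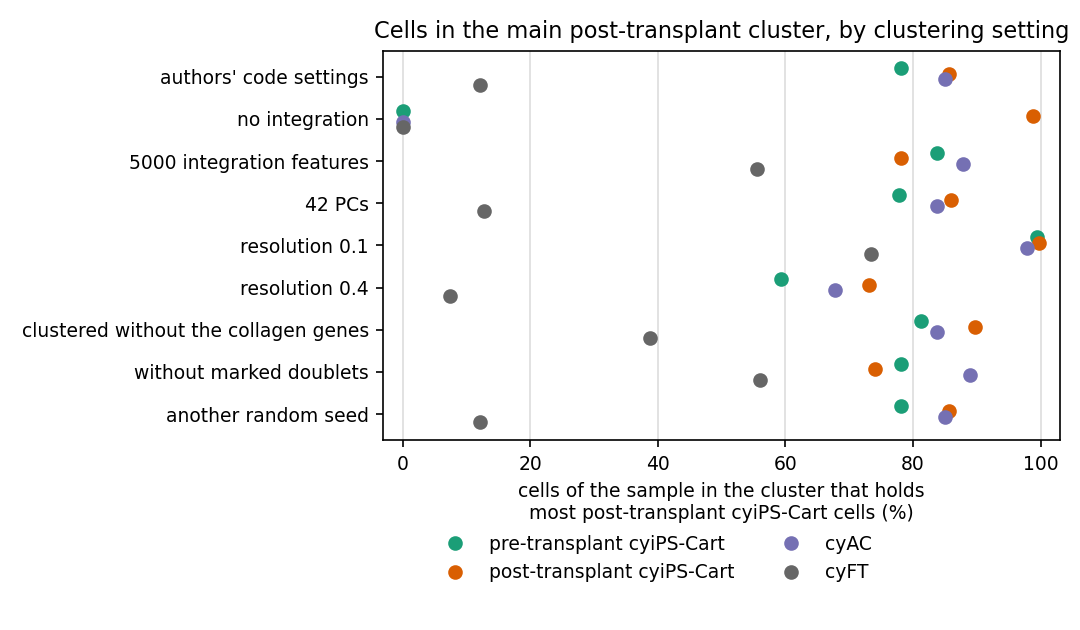
Percent of the cells of each sample (320 per sample, or slightly fewer without marked doublets) that lay in the cluster holding most post-transplant cyiPS-Cart cells, on the horizontal axis, for the settings of the authors' code and 8 others in which 1 choice was changed. Each point is 1 sample, and the cyFT points lie between 0% and 73.4%.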

Cell clustering analysis revealed that cyAC, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart had similar transcriptional profiles, whereas FT contained cell clusters with distinct profiles. cyAC, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart were composed of cluster # 0, whereas FT was composed of clusters # 1 and #2 (Fig. 6c, d). Cells in clusters #0 and #2 exhibited high expression of *COL2A1* whereas those in cluster #1 highly expressed *COL1A1* (Fig. 6e). 

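Summed over its cells, *COL2A1* was at 47102 CPM in cluster 0, 7759 in cluster 1 and 44367 in cluster 2, with reads in 97.8%, 28.9% and 100% of their cells. *COL1A1* was at 3464, 36900 and 0 CPM, with reads in 9.22%, 82.2% and 0% of cells. All cells of cluster 2 come from cyFT or cyAC, and their library holds no *COL1A1* count below 76 reads after the authors' correction, so the 0 there does not exclude lower levels. Both genes took part in the clustering, so these values describe the clusters and are no independent comparison of them. In the 3 clusters made without the collagen genes, *COL2A1* was at 45799, 5901 and 33605 CPM and *COL1A1* at 5072, 30253 and 7671 CPM.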

Differentially expressed genes (DEGs) were identified (Fig. 6f). 

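The heatmap labels 30 genes, 6 for each of the 5 clusters. In the clustering made here, 22 of them had their highest summed CPM in the cluster with the same number. This held for all 6 labels of cluster 3 and of cluster 4, 5 of cluster 2, 3 of cluster 1 and 2 of cluster 0. Cells of 1 library per sample are not replicates, so no gene was tested.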

Canonical pathway analysis based on the DEGs indicated that cluster #1 was enriched for the fibrosis pathway and that cluster # 2 was enriched for the osteoarthritis pathway (Fig. 6g). These results suggest that clusters #1 and #2 consisted of pathological cells and contain few cyAC, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart cells (Fig. 6d). 

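Clusters 1 and 2 together held 260 of 320 cyFT cells (81.3%, 76.5 to 85.4), 43 of 320 cyAC cells (13.4%, 9.90 to 17.7), 38 of 320 post-transplant cyiPS-Cart cells (11.9%, 8.54 to 15.9) and 58 of 320 pre-transplant cyiPS-Cart cells (18.1%, 14.1 to 22.8). All of the post- and pre-transplant cells among them lay in cluster 1, and 0 of 320 cells of either sample lay in cluster 2. Of the 74 cells in cluster 2, 69 were from cyFT and 5 from cyAC, so that this cluster is mostly 1 sample of 1 library. From the pathways it found for the genes of each cluster, not analysed here, the paper proposes that these clusters consist of pathological cells.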

We further compared these cell clusters with those previously identified in human osteoarthritis samples^16^. The expression of marker genes for osteoarthritis^16^ in our clusters suggested that cluster #1 corresponds to preHTC and FC (high expression of *TGFBI and COL1A1*) and that cluster #2 corresponds to EC and proC (high expression of *TF* and *P3H2*) (Supplementary Fig. 5a, b).

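*TGFBI* was at 991 CPM in cluster 1 (974 to 1009), 654 in cluster 0 and 103 in cluster 2, a log2 ratio of 0.60 for cluster 1 over cluster 0, and was highest in the 21 cells of cluster 4, at 1987 CPM. *COL1A1* had a log2 ratio of 3.41 for cluster 1 over cluster 0. *TF* was at 51.1 CPM in cluster 2 (44.5 to 58.4), with reads in 31.1% of its cells, against 2.49 CPM and 3.11% in cluster 0 and 2.41 CPM in cluster 1, a log2 ratio of 4.36 for cluster 2 over cluster 0. *P3H2* was at 179 CPM in cluster 2, 182 in cluster 1 and 421 in cluster 0, a log2 ratio of -1.23 for cluster 2 over cluster 0. Reads of *P3H2* were found in 74.3%, 41.2% and 65.3% of the cells of clusters 2, 1 and 0, and since the shares of clusters 2 and 0 go against the summed levels, no order of these is read from them. None is read between clusters 2 and 1 either, since the mean of per-cell CPM was 184 and 137 there. By sample, *P3H2* was at 497 CPM in pre-transplant and 485 in post-transplant cyiPS-Cart, 126 in cyFT and 24.6 in cyAC. *TF* was at 21.0 CPM in cyAC, 9.38 in cyFT and 1.41 in pre-transplant cyiPS-Cart, with 0 reads in post-transplant cyiPS-Cart, so intact cartilage held the highest level. Among cyFT cells alone, a comparison chosen after seeing the data, *P3H2* was at 179 CPM in cluster 2, 73.4 in cluster 1 and 181 in cluster 0, and *TF* at 25.1 CPM in cluster 2 and 0.644 in cluster 1. The 51.1 CPM of *TF* over all cells of cluster 2 is thus raised by its 5 cyAC cells.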

To analyze the resemblance and difference between cyAC and post-transplant cyiPS-Cart cells, we selected these cells and performed clustering analysis again. Cells were divided into four clusters (Supplementary Fig. 6a, b). 

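For cyAC and post-transplant cyiPS-Cart cells alone, the settings of the authors' code with a resolution of 0.95 gave 4 clusters. Cluster 0 held 129 cyAC and 162 post-transplant cells, cluster 1 held 80 and 110, cluster 2 held 51 and 46, and cluster 3 held 60 and 2, so that 3.23% of the cells in cluster 3 were post-transplant cells. Without integration none of 5 clusters held cells of both samples. Among the integrated settings, the lowest post-transplant share of a cluster moved most at a resolution of 0.8, to 42.4%, with 3 clusters. The lowest share was 39.0% with 42 principal components and 23.4% with 5000 features. Without the collagen genes the lowest share was 0%, in a cluster of 53 cyAC cells.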

Clusters #0, 1 and 2 consisted of both cyAC and post-transplant cyiPS-Cart cells, whereas post-transplant cyiPS-Cart cells were excluded from cluster #3 (Supplementary Fig. 6a, c, d). DEGs and canonical pathway analysis indicated that cluster #3 was enriched for integrin signaling (Supplementary Fig. 6e, f). Trajectory inference and RNA velocity analysis suggested that cluster #3 was located at the start of the trajectory to #0 (Supplementary Fig. 6g), whereas cluster #2 was located at the end. These results suggest that post-transplant cyiPS-Cart are similar to cyAC except for cells from cluster #3 that are related to integrin signaling and locate at the start of the trajectory.

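The similarity of the samples before any integration was taken from their summed profiles, a comparison chosen after seeing the data. Over the 3975 genes with at least 50 CPM in any sample, the log2(CPM + 1) values of post-transplant cyiPS-Cart had a Spearman correlation of 0.659 with cyAC (Pearson 0.723), 0.653 with cyFT (Pearson 0.684) and 0.709 with pre-transplant cyiPS-Cart (Pearson 0.785). Pre-transplant cyiPS-Cart and cyAC had 0.669 (Pearson 0.673), so that whether the pre- or the post-transplant profile lies closer to cyAC depends on the measure. For cyAC with cyFT, which shared a library, it was 0.825 (Pearson 0.839). These are correlations across genes, which are not independent replicates, over 6 pairs of samples. Without integration, the 320 cyAC and 320 post-transplant cells formed 5 clusters, of which none held cells of both samples. From the clusters that hold cells of both samples after integration, and from the pathways and velocity of the remaining cluster, not analysed here, the paper proposes that post-transplant cyiPS-Cart resemble cyAC except for the cells of cluster #3.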

### cyiPS-Cart became similar to articular cartilage after transplantation, with cells differentiated to express *PRG4*, achieving engraftment

Next, we examined how the nature of cyiPS-Cart was altered after transplantation into a chondral defect. Among the differentially expressed genes between pre-and post-transplant cyiPS-Cart, the expression of gene encoding proteoglycan 4 (*PRG4*) was significantly increased (adjusted *p* value = 1.55 × 10^−28^) (Fig. 7a). 

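*PRG4* had 11453 reads in the 320 pre-transplant cells and 38488 in the 320 post-transplant cells, or 538 CPM (528 to 548) and 1289 CPM (1276 to 1302). Post-transplant over pre-transplant, the ratio was 2.40 (2.35 to 2.45), a log2 ratio of 1.26. Taking the larger set of pre-transplant cells of Fig. 5 moved the log2 ratio most, to 0.90. Among the 3420 genes with at least 50 CPM in either sample and reads in at least 25% of the cells of either, *PRG4* ranked 204 from the top, with 5.94% of the genes above it, and the median log2 ratio of all these genes was -0.39. The 5 largest log2 ratios with 1 CPM added to each value were those of *SLC14A1* (6.52), *ADM* (5.99), *FAM107A* (5.39), *ECRG4* (5.13) and *DCN* (5.02). The 5 lowest were those of *UCMA* (-6.57), *PZP* (-6.02), *CHRDL2* (-5.98), *GRIN2A* (-5.70) and *SEMA7A* (-5.43), where *GRIN2A* had 0 post-transplant reads, so its log2 ratio rests on the added CPM and the counting interval of the plain ratio reaches from 0 to 0.00243. With 1 library per condition the differences have no replicate check, and no p value was computed from cells.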

PRG4 is expressed in the superficial zone of articular cartilage and crucial for the lubrication of the joint surface^17–19^. The VlnPlot function (Seurat) revealed that few cells expressed *PRG4* in pre-transplant cyiPS-Cart, while a substantial number of post-transplant cyiPS-Cart cells showed high-level *PRG4* expression compared to cyAC cells (Fig. 7b). 

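*PRG4* reads were found in 53 of 320 pre-transplant cells (16.6%, 12.7 to 21.1), 227 of 320 post-transplant cells (70.9%, 65.6 to 75.9), 311 of 320 cyAC cells (97.2%, 94.7 to 98.7) and 279 of 320 cyFT cells (87.2%, 83.0 to 90.6). The cyiPSCs, which should lack the gene, held *PRG4* reads in 0.20% of cells, but the authors' correction left no count below 22 reads in their library, so this is no background for the other libraries. Thinned to 16101 reads per cell, which left out 1 pre-transplant, 1 post-transplant and 32 cyAC cells, the shares were 16.3%, 58.0% and 89.9% in pre-transplant, post-transplant and cyAC cells. In cyFT, 15 of the 16 cells with reads of at least 3 macrophage markers held *PRG4* reads (93.8%, 69.8 to 99.8, median depth 46085.5 reads), against 86.8% of the other cyFT cells (median depth 26513.5 reads), so the shares of cyAC and cyFT cells with at least 1 read are not read as shares of expressing cells. In cyAC the summed level was 4986 CPM, 3.87 times (3.82 to 3.92) that of post-transplant cyiPS-Cart. In cyFT it was 6419 CPM, of which 28.6% came from a single cell, while the top cell held 8.17% of the reads in post-transplant cyiPS-Cart. The shares depend on the limit used, because the pre-transplant library holds no *PRG4* count below 22 reads after the authors' correction whereas the others hold counts from 1 read on. At 22 reads or more, a limit chosen after seeing the data, they were 16.6%, 46.9%, 43.4% and 15.9% in the order first given, and no order is read between post-transplant and cyAC cells, whose summed levels go the other way. On the ln(CPM + 1) scale of Fig. 7b, 13.1% of post-transplant, 30% of cyAC and 7.5% of pre-transplant cells reached 8.

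**Figure D2:**
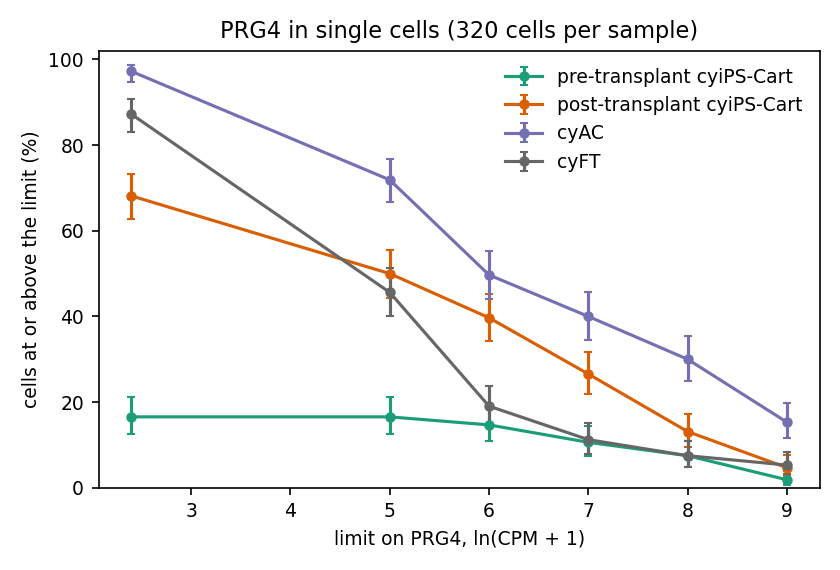
Percent of the 320 cells of each sample with *PRG4* at or above a limit, against that limit on the ln(CPM + 1) scale, with exact 95% binomial intervals that cover counting error only. The cyAC points lie above the post-transplant points at each of the 6 limits, and the pre-transplant share stays at 16.6% between 2.4 and 5.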

FeaturePlot function (Seurat) confirmed that few cells in the pre-transplant cyiPS-Cart expressed *PRG4* whereas many cells in the post-transplant cyiPS-Cart expressed *PRG4* (Fig. 7c). 

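By cluster of the integrated cells, *PRG4* reads were found in 47 of the 250 pre-transplant cells of cluster 0 (18.8%, 14.2 to 24.2) and 205 of its 274 post-transplant cells (74.8%, 69.2 to 79.8), at 626 and 1348 CPM. In cluster 1 they were found in 4 of 58 pre-transplant cells (6.90%, 1.91 to 16.7) and 16 of 38 post-transplant cells (42.1%, 26.3 to 59.2), at 146 and 359 CPM.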

Immunohistochemical analysis revealed that *PRG4* expression was hardly detected in pre-transplant cyiPS-Cart, consistent with the low expression of *PRG4* mRNA observed in scRNA-seq analysis (Fig. 7d). In contrast, post-transplant cyiPS-Cart expressed *PRG4*, and its expression was localized to the superficial zone of post-transplant cyiPS-Cart. This expression pattern was consistent with that in cyAC (Fig. 7d).

**Fig. 7:**
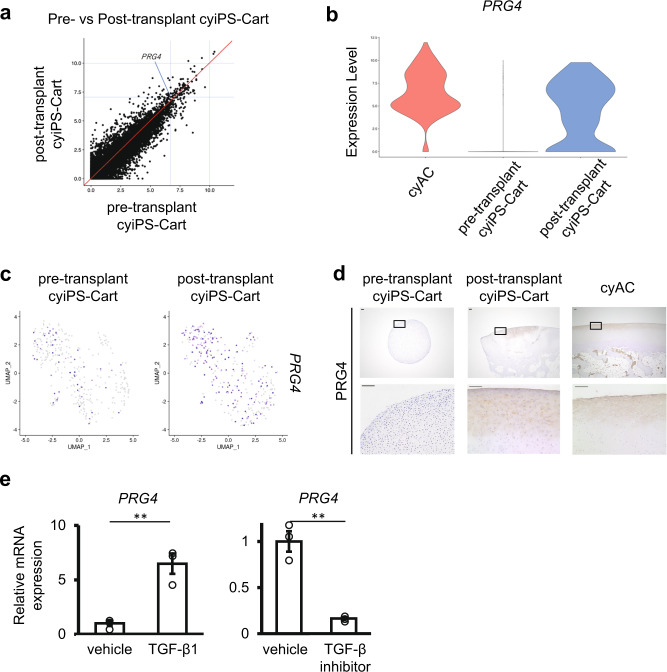
Expression of *PRG4* in cyAC, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart. **a** The expression level of each gene in pre-transplant cyiPS-Cart is plotted on the x-axis and the expression level in post-transplant cyiPS-Cart is plotted on the y-axis. **b** VlnPlot of *PRG4* expression for each sample. **c** *PRG4* expression levels indicated in each cell projected on the UMAP plot in Fig. 6b, using the FeaturePlot function. **d** Histological sections were immunostained for PRG4 expression. A magnification of the boxed regions in the top row is shown in the bottom row. Data were representative of three cyiPS-Cart organoids and three monkeys. Scale bars, 100 µm. **e** Cells from the pre-transplant cyiPS-Cart were cultured in the presence or absence of TGF-β1 (*left*) or TGF-β inhibitor, SB431542 (right). *PRG4* mRNA expression was analyzed using real-time RT-PCR. Error bars denote means ± SE. **P = 0.0048, **P = 0.0017 by two-tailed Student’s *t*-test (*n* = 3 dishes). Data were representative of three independent experiments. Source data are provided as a Source Data file.

To gain further insights into the mechanism by which cyiPS-Cart acquired *PRG4* expression, we analyzed scRNA-seq data. 

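On the ln(CPM + 1) scale that the authors' code produces, 2.4 was reached by 271 of the 640 pre- and post-transplant cells, of which 218 (80.4%) were post-transplant cells and 53 were pre-transplant cells. The 369 cells below it were 267 pre-transplant and 102 post-transplant cells, 27.6% post-transplant, and 9 of them held some *PRG4* reads. The groups thus differ in their mix of samples as well as in *PRG4*.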

We combined pre-and post-transplant cyiPS-Cart cells and separated them into two groups: cells whose *PRG4* expression was more than or equal to 2.4, and those whose *PRG4* expression was less than 2.4. We then identified differentially expressed genes (DEGs) between the two groups using the FindMarkers function (Seurat) (Supplementary Data 1) and subjected the DEGs to Ingenuity Pathway Analysis (IPA, Qiagen). 

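For the 58 genes of Supplementary Data 1, the log2 ratio of the mean CPM plus 1 between the 271 *PRG4*-positive and the 369 *PRG4*-negative cells was recomputed, and all 58 values lay within 0.001 of those listed. Apart from *PRG4* itself, 28 of the genes were higher and 29 lower in *PRG4*-positive cells, with a median log2 ratio of 1.20 in the listed direction. Within post-transplant cells alone, 52 of the 57 genes (91.2%) kept their sign and the median was 0.17. Within pre-transplant cells alone, 43 of 57 (75.4%) kept it and the median was 0.23. Between the samples, with *PRG4*-negative cells only, all 57 genes differed in the listed direction, and the median log2 ratio of post-transplant over pre-transplant was 2.22 in that direction. Moving the limit to 5 on the ln(CPM + 1) scale lowered the median over both samples to 0.86. No p value was computed, because cells of 1 library per condition are not replicates. From the upstream regulators that IPA found for these genes, not analysed here, together with its culture experiments, the paper proposes that TGF-β signaling takes part in the activation of *PRG4*.

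**Figure D3:**
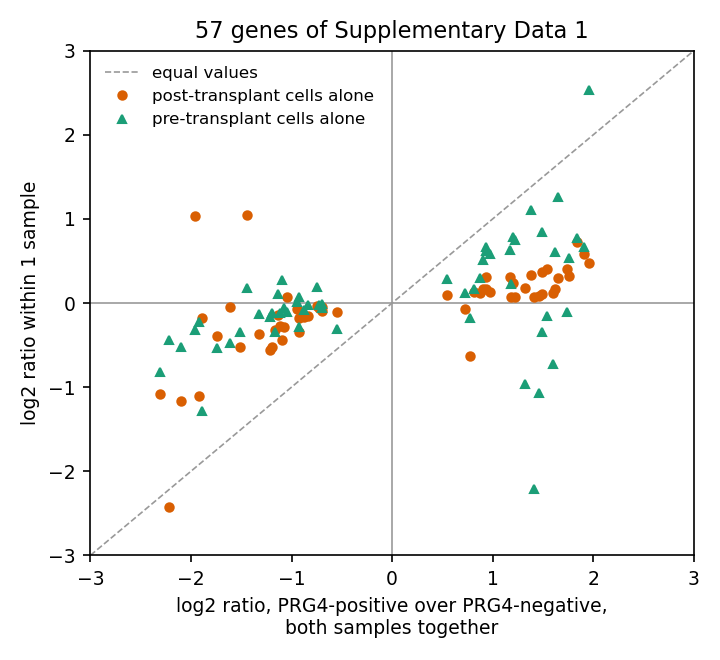
Log2 ratio of *PRG4*-positive over *PRG4*-negative cells for the 57 genes of Supplementary Data 1 other than *PRG4*, with pre- and post-transplant cells together on the horizontal axis and within 1 sample on the vertical axis (circles, post-transplant; triangles, pre-transplant). Each point is 1 gene, the dashed line marks equal values, and most points lie closer to 0 on the vertical than on the horizontal axis.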

IPA detected possible upstream regulators, including activated TGF-β1, activated TGF-β3, activated SMAD3, activated TGF-β, activated TGF-β2, and inhibited SMAD7 (Supplementary Data 2). The addition of TGF-β upregulates *Prg4* expression in chondrocytes^20,21^. The addition of TGF-β1 to the culture of cyiPS-Cart cells increased *PRG4* mRNA expression (Fig. 7e), whereas TGF-β inhibitor downregulated *PRG4* mRNA expression (Fig. 7e). These results suggest that the TGF-β signaling pathway is involved in *PRG4* activation in cyiPS-Cart after transplantation.

IPA also detected forskolin as an upstream activator of genes whose expression was upregulated in PRG4-positive cells in cyiPS-Cart (Supplementary Data 2). Forskolin upregulates *PRG4* expression in chondrocytes by increasing the concentration of cAMP, which activates PKA and CREB^22^. In contrast, forskolin inactivates salt-inducible kinase 2 (SIK2) via the PKA-dependent phosphorylation of SIK2 in hepatocytes^23^. Thus, we hypothesized that SIK is involved in regulating *PRG4* expression and performed further experiments. Among the SIK family members, SIK3 mainly functions in chondrocytes^24–26^. Forskolin increased the amount of Sik3 phosphorylated at threonine 411 (pSIK3 (pT411), an inactive form of Sik3 (Fig. 8a)) and increased *Prg4* expression (Fig. 8b) in murine chondrocytes, indicating an association between Sik3 activity and *Prg4* expression. *Prg4* mRNA expression increased in primary chondrocytes obtained from Sik3 knockout mice but decreased in primary chondrocytes obtained from transgenic mice overexpressing *Sik3* in chondrocytes (Fig. 8c). Immunohistochemical analysis showed that the population of chondrocytes expressing Prg4 increased in Sik3 conditional knockout mice (Fig. 8d and Supplementary Fig. 7a). These results suggested that Sik3 inhibits *Prg4* expression. In vivo, the joint surface is subjected to fluid flow shear stress (FFSS), inducing the expression of the *Prg4* gene^22^. To mimic this in vivo situation, FFSS was applied to mouse primary chondrocytes (Supplementary Fig. 7b). Application of FFSS to wild-type mouse primary chondrocytes increased the expression of *Prg4* after 12 h (Fig. 8e and Supplementary Fig. 5c, open circles). *Sik3* deletion further increased FFSS-induced *Prg4* expression (Fig. 8e and Supplementary Fig. 7c, closed circles), suggesting that Sik3 helps regulate *Prg4* expression in mouse chondrocytes. The induction of *PRG4* indicates that the post-transplant cyiPS-Cart acquired lubrication function as articular cartilage.

**Fig. 8:**
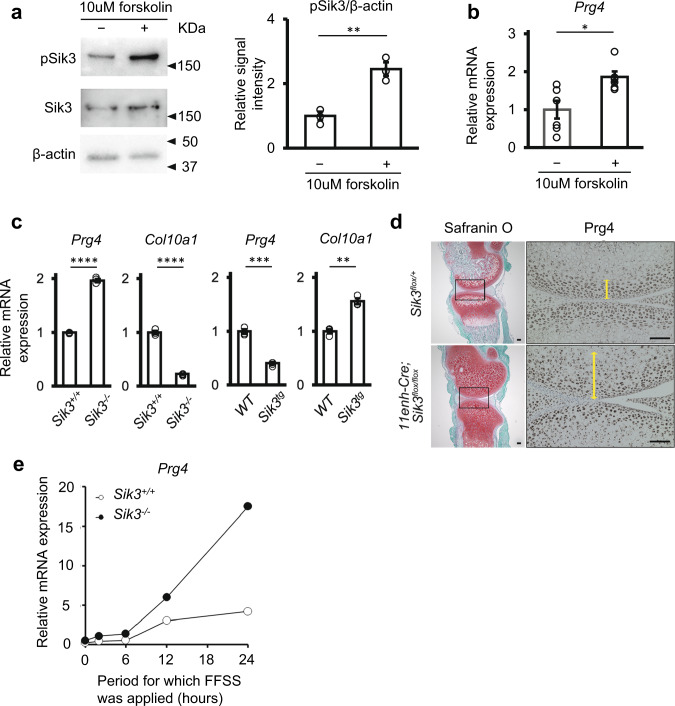
Involvement of Sik3 function and fluid flow shear stress (FFSS) on *Prg4* expression in mouse chondrocytes. **a** Immunoblot expression analysis of Sik3 phosphorylated at T411, an inactive form of Sik3, in wild-type mouse primary chondrocytes treated with 10 µM forskolin for 30 min. Left: blots representative of three independent experiments are shown. Right: quantification of pSik3(pT411) to the β-actin ratio in cultured chondrocytes with or without forskolin treatment. Error bars denote mean ± SE. **P = 0.0041 by two-tailed Student’s *t*-test (*n* = 3). **b** Real-time RT-PCR analysis of *Prg4* expression in wild-type mouse primary chondrocytes treated with 10 µM forskolin for 6 h. Error bars denote mean ± SE. *P = 0.0108 by two-tailed Student’s *t*-test (*n* = 6 dishes). Data were representative of three independent experiments. **c** Real-time RT-PCR analysis of *Prg4* and *Col10* expression in primary chondrocytes obtained from Sik3 knockout (*Sik3*^*−/−*^) and Sik3 transgenic (*Sik3*^*tg*^) mice. Error bars denote mean ± SE. ****P < 0.0001, ****P < 0.0001, ***P = 0.0003, **P = 0.0012, *n* = 3, two-tailed Student’s *t*-test (*n* = 3 dishes). Data were representative of two independent experiments. **d** Immunohistochemical analysis of Prg4 expression in the knee joints of *Sik3* conditional knockout (*11Enh-Cre; Sik3*^*flox/flox*^) mice lacking Sik3 expression in chondrocytes 14 days after birth. Yellow arrows indicate the thickness of the area in which Prg4 was expressed. Data were representative of five conditional knockout mice and four *Sik3*^*flox/+*^ mice. Scale bars: 100 μm. **e** Real-time PCR analysis of Prg4 expression in wild-type (*Sik3*^*+/+*^) and *Sik3* knockout (*Sik3*^*−/−*^) primary chondrocytes subjected to FFSS for the indicated period. Data are representative of two independent experiments. Source data are provided as a Source Data file.

We analyzed the relationship between TGF-β and Sik3 inactivation. The addition of TGF-β did not affect the phosphorylation of Sik3 at T411 (Supplementary Fig. 8), whereas the addition of forskolin increased the phosphorylation of Sik3 at T411 but did not affect the phosphorylation of Smad3 (Supplementary Fig. 8). These results suggest that TGF-β and Sik3 regulate *Prg4* expression independently.

The restricted expression of PRG4 in the superficial zone of the post-transplant cyiPS-Cart suggests that cyiPS-Cart after transplantation survived and directly contributed to the repair of tissue in chondral defects, and also functioned as articular cartilage. This is further supported by the result that the transplantation of cyiPS-Cart prevented the degeneration of the native articular cartilage surrounding chondral defects. These results collectively indicate the successful engraftment of allogeneic cyiPS-Cart in a chondral defect in the knee joints of the primate model.

## Discussion

To the best of our knowledge, this is the first study to provide scientific evidence in a primate model that allogeneic cartilage achieves engraftment in chondral defects, without inducing immune reactions. In contrast, allogeneic cyiPS-Cart elicits an immune reaction in osteochondral defects^14^. Cartilage is believed to be relatively immunoprivileged^6,27^ because chondrocytes are surrounded by the ECM, which protects the chondrocytes from exposure to cells involved in immunological reactions. The lack of an immune reaction following cyiPS-Cart transplantation in chondral defects, which bleed minimally, suggests that exposure of allogeneic cyiPS-Cart in osteochondral defects to abundant blood flow in the bone marrow might elicit an immune reaction despite the presence of ECM. Although allogeneic cyiPS-Cart in osteochondral defects survives, further studies are needed to determine whether the degree of the immune reaction is tolerable for effective regeneration. While it remains to be determined whether osteochondral defects can be cured by allogeneic cartilage transplantation^28^, our results indicate that chondral defects can be a definite indication for allogeneic cartilage transplantation.

Most cell-based therapies induce cartilage regeneration through a mechanism called trophic effects, wherein implanted cells survive only transiently and secrete growth factors that stimulate the host progenitor cells. Evidence that implanted cells achieve engraftment and directly contribute to tissue repair is scant^29–31^. In a recent study, human embryonic stem cell (ESC)-derived chondrocytes that do not associate with cartilage ECM were implanted into the articular cartilage defects of mini-pigs^32^. Of the cells that formed in the repaired tissue in the defects, 4% were human, indicating that most of the cells that form in repaired tissue are those of the recipient. Although experimental conditions of the two studies differ (xenograft vs. allograft; critical vs. small size defects; 6 vs. 4 months’ observation), allogeneic cyiPS-Cart survived for at least four months, and almost all cells in the repair tissue were transplanted cells, as demonstrated by GFP expression in our study. In addition, cyiPS-Cart cells differentiated into articular chondrocytes after transplantation and functioned as articular cartilage. Our results suggest that SIK3 could be involved in post-transplant differentiation. Although we do not know whether this differentiation mechanism is specific to cyiPS-Cart, we speculate that two specific features of iPS-Cart could favor its cells to differentiate and survive: First, the iPS-Cart is composed of chondrocytes and cartilage ECM, which contribute to the survival and differentiation of chondrocytes by providing an appropriate environment for chondrocytes. Second, iPS-Cart has characteristics of embryonic cartilage^33^ that would contribute to its survival and differentiation. The survival and differentiation capacity of cyiPS-Cart enables a new strategy whereby damaged cartilage can be replaced with transplanted cartilage. Regarding clinical relevance, it has not been known whether engraftment of cartilage transplants gives better clinical results, such as improved joint function and pain relief, than repair tissue formed by trophic effects or vice versa. It is plausible that engraftment of cartilage transplants is better indicated for severe cartilage lesions where the provision of host progenitor cells is limited. Further study is required to clarify the indications.

The treatment of chondral defects is challenging, particularly in two aspects. First, the chondral defects do not bleed and, therefore, do not initiate the wound-healing process. Therefore, chondral defects are occasionally treated by microfracture surgery, wherein the subchondral bone is invasively pierced to introduce mesenchymal cells into the defect. Cell-based therapies combined with microfracture probably initiate a regenerative mechanism by which implanted cells secrete factors that stimulate mesenchymal cells in the bone marrow, which in turn improves tissue repair. However, the repair tissue remains fibrous because the chondrogenic capacity of host progenitor cells is limited. The regenerative mechanism of survival and replacement by cyiPS-Cart does not require an invasive procedure for microfracture because it heals the defect independently of host progenitor cells.

Second, the integration between the repaired tissue and the surrounding native cartilage is hardly achieved^1,34,35^. Thus, the integration of cyiPS-Cart with host cartilage is promising. Human iPSC-derived cartilage organoids have the capacity for integration^36^. FGF signals are involved in this integration. Further studies are needed to fully understand this integration mechanism and to enhance the integration of cartilage grafts.

There are several limitations to this study. First, the *cynomolgus monkeys* used in this study are not large animals, which makes it difficult to reproduce changes in biomechanics observed in cartilage lesions in humans. Although chondral defects in the empty group were filled with fibrous tissue in a four-month interval, the small size of the defects would eventually heal after a longer period. Hence, our results will need to be confirmed in larger animal models with critical-sized defects. In addition, we did not analyze the biomechanical properties of post-transplant cyiPS-Cart. A biomechanical test will be required to determine clinical relevance. Second, an observation period of 17 weeks (4 months), as employed in this study, is not long enough to demonstrate the sustainability of a transplant. It is, however, still possible to conclude that engrafted cells had obtained a degree of articular chondrocyte identity by 4 months. A longer observation period, such as 2 years, would further signify the sustainability and turnover of transplants. Third, although our results suggest that Sik3 inhibits *Prg4* expression in mouse chondrocytes, this does not prove that SIK3 is involved in *PRG4* expression in post-transplant cyiPS-Cart in monkeys. In conclusion, cyiPS-Cart transplanted into chondral defects survived, integrated with native cartilage, acquired *PRG4* expression in the superficial region, and prevented degeneration of the surrounding cartilage. These results collectively suggest that allogeneic cyiPS-Cart engraftment will contribute to the development of translational medical techniques based on allogeneic pluripotent stem cells to treat chondral defects in articular cartilage.

## Methods

### Ethics statement

All methods were performed following relevant guidelines and regulations. Experiments using recombinant DNA were approved by the Recombinant DNA Experiments Safety Committees of Kyoto University (No. 180041) and Osaka University (No. 04794). All animal experiments were approved by the Institutional Animal Committees of Kyoto University (No. 18-101-14 and No. 16-74-17) and Osaka University (No. 03-044-014).

### Isolation of *cynomolgus monkey* iPSCs and creation of cyiPS-Cart by chondrogenic differentiation of cyiPSCs

We prepared a cyiPSC line, 1466A1, in which the EGFP gene was integrated into the AAVS1 locus using the pBS-macAAVS1-P-CAG-GFP vector and CRISPR-Cas9 system. The cyiPSC lines had homozygous MHC haplotypes (Mafa-HT1; Mafa is the MHC of a *cynomolgus macaque*)^37^.

The cyiPSCs were maintained on a mitomycin C-inactivated feeder layer of mouse embryonic fibroblasts (MEF) in Dulbecco’s Modified Eagle Medium/ Ham’s F12 (DMEM/F12) medium (Sigma) containing 20% knockout serum replacement (KSR; Thermo Fisher Scientific), 1 × 10^−4^ M 2-mercaptoethanol (Thermo Fisher Scientific), 1 × 10^−4^ M nonessential amino acids (Thermo Fisher Scientific), 1 mM sodium pyruvate (Thermo Fisher Scientific), 2 mM GlutaMAX (Thermo Fisher Scientific), and 50 units penicillin and 50 mg/mL streptomycin (1% PC/SM, Thermo Fisher Scientific). The medium was changed every day. Every 7 days, the cyiPSC colonies were subjected to 0.1% collagenase treatment for 3 min (Thermo Fisher Scientific), and cells were collected, centrifuged, and replated onto dishes with new MEF feeder cells^38^.

For chondrogenic differentiation, all cyiPSCs were loosely detached from the MEF feeder cells by exposure to 0.1% collagenase and cultured in Stemfit AK02N medium (Ajinomoto, Tokyo, Japan) on Matrigel-coated dishes for 7 days. CyiPSCs were differentiated into chondrocytes, and cartilage was formed using a previously described method for human iPSCs^12,13^. Briefly, after chondrogenic differentiation, the cells were transferred into suspension culture to form cartilaginous particles 1–3 mm in diameter. Differentiated chondrogenic cells and particles were cultured in a chondrogenic medium (DMEM [Sigma] with 1% ITS-X [Thermo Fisher Scientific], 1% FBS [Thermo Fisher Scientific], 1 × 10^−4^ M nonessential amino acids, 1 mM sodium pyruvate, 1% PC/SM, 50 μg/mL ascorbic acid [Nacalai Tesque], 10 ng/mL BMP2 [Peprotech], 10 ng/mL TGFβ1 [Peprotech], and 10 ng/mL GDF5 [BioVision]). We also created cyiPS-Cart from the previously reported cyiPSC line, 1231C1-G^39^.

### Transplantation of cyiPSC-derived cartilage organoid into osteochondral or chondral defects in *cynomolgus monkey*

*Cynomolgus monkeys* (3–4 years old) were purchased from Ina Research (Nagano, Japan). Under general anesthesia, the skin and joint capsules of the right knee were opened in 12 monkeys. Chondral defects (1 mm diameter and 0.5 mm depth) were created at the trochlea of the distal femur under surgical microscopy. We used the electric router (Dremel, micro, please see figure below) and a dental steel bur under a surgical loupe to create consistent chondral defects. We transplanted 1466A1 cyiPSC-derived cyiPS-Cart into the chondral defects by press-fitting in six monkeys (transplantation group). We transplanted nothing into the other six monkeys (empty group). The joint capsule and the skin were closed. After surgery, we intramuscularly injected antibiotics and buprenorphine hydrochloride (0.1 mg/body) for 3 days into all monkeys.

Three monkeys in each group were sacrificed either 4 or 17 weeks after injecting pentobarbital sodium (100 mg/kg) under deep anesthesia. For each monkey, we harvested and subjected one transplanted site for histological analysis and harvested two transplanted sites and combined them for scRNA-seq analysis.

As a positive control for immune reactions, we created osteochondral defects (1.5 mm depth) in three monkeys. We transplanted 1466A1 cyiPSC-derived cyiPS-Cart into one monkey and 1231C1-G cyiPSC-derived cyiPS-Cart into two monkeys. We sacrificed the monkeys four weeks later, harvested the transplanted sites, and subjected them to histological analysis.

### CT of monkey knee joints

CT of the monkey knee joints was performed using a CT system (Aquilion TSX-101A/NA; TOSHIBA, Japan). Three-dimensional images were constructed using image processing software (Aquilion TSX-101A/NA, TOSHIBA, Japan).

### MHC genotyping of monkeys

MHC genotyping of monkeys was performed based on the MHC allele information registered in the Immuno Polymorphism Database (http://www.ebi.ac.uk/ipd/index.html) by Ina Research^37^.

### Histological analysis

Samples were fixed with 4% paraformaldehyde, decalcified with KCX (FALMA), processed, and embedded in paraffin. Semi-serial sections were stained with HE or safranin O. To assess the quality of the repaired tissue, the safranin O-positive area and the total area of the repaired tissue were measured by BZ-X800 analyzer software (Keyence Corp., Japan), and the former was divided by the latter.

The safranin O-positive area and the total area of articular cartilage regions surrounding chondral defects were measured to assess the quality of articular cartilage surrounding chondral defects; the former was divided by the latter.

Two individual assessors reviewed the sections in a blinded manner and scored them according to a modified Wakitani histological scoring system^40,41^. The maximum score of this system is 11, and a lower score indicates repair more similar to the native articular cartilage (Supplementary Table 2)^40^.

Semi-serial sections were immunostained using specific antibodies. Supplementary Table 3 lists the antibodies used in this study. Anti-type I collagen, anti-type II collagen, anti-GFP, and anti-PRG4 antibodies were detected using a CSA II Biotin-free Tyramide Signal Amplification System Kit (Agilent Technologies, Santa Clara, CA, USA) and DAB was used as the chromogen. For the anti-CD3 antibodies, immune complexes were detected using secondary antibodies conjugated to Alexa Fluor 488. The antigens were unmasked by treatment with hyaluronidase and EDTA.

The number of positively stained cells with anti-CD3 antibodies in the region below the osteochondral junction was counted in four fields per knee.

### Preparation of single cells for scRNA-seq analysis

The cyiPS-Cart (pre-transplant cyiPS-Cart), intact articular cartilage (cyAC), fibrous tissue formed in chondral defects in the empty group (cyFT), and cyiPS-Cart in chondral defects in the transplantation group (post-transplant cyiPS-Cart) were minced into 1–2 mm pieces. Next, we digested these pieces with Liberase solution (for cyAC, and post-transplant cyiPS-Cart: RPMI-1640 (Nacalai Tesque) supplemented with 0.2% FBS, 10 mM HEPES pH 7.2–7.4, 0.2–0.4 mg/mL Liberase TM (Roche), and 2 kU/mL DNase I (Merck); for pre-transplant cyiPS-Cart: DMEM with 1% FBS, 1% ITS-X, 50 µg/mL ascorbic acid, 1 mM sodium pyruvate, 1% nonessential amino acids, 1% penicillin-streptomycin, 10 ng/mL TGF-β1, 10 ng/mL GDF5, 10 ng/mL BMP2, 0.2 mg/mL Liberase TM (Roche), and 2 kU/mL DNase I (Merck)) at 37 °C, 5% CO_2_ for 120–210 min with continuous shaking. The cells were mixed ten times using a 1000 μL blue tip-fitted pipette and then passed through a cell strainer (70 μm pore size; BD Biosciences), centrifuged at 4 °C for 300×*g* for 5 min, and the supernatant was discarded. The cells were resuspended in RPMI-1640 medium supplemented with 0.2% FBS and 10 mM HEPES.

For cell hashing, we biotinylated cell surface proteins using EZ-Link Sulfo-NHS-Biotin (Thermo Scientific), and then stained them with 0.6 μg/mL Totalseq (A0951-A0955, and A0436 (BioLegend))^42^. We selected live cells stained with A0951-A0955 using a FACS Aria II flow cytometer (BD Biosciences) and suspended them in a sample buffer (BD Biosciences).

### cDNA synthesis using the BD Rhapsody system

We subjected the obtained single-cell suspensions to a BD Rhapsody system using the BD Rhapsody Targeted & Abseq Reagent kit (BD Biosciences). After reverse transcription, the BD Rhapsody beads were treated with exonuclease I at 37 °C for 60 min and 1200 rpm on a Thermomixer C with a Thermotop. The resultant beads were immediately chilled on ice. The supernatant was removed, and the beads were washed with 1 mL WTA wash buffer (10 mM Tris-HCl pH 8.0, 50 mM NaCl, 1 mM EDTA, and 0.02% Tween-20) and 200 μL BD Rhapsody lysis buffer (for inactivation of enzyme), once again with 1 mL WTA wash buffer alone, twice with 500 μL WTA wash buffer, and finally resuspended in 200 μL bead resuspension buffer and stored at 4 °C. During the washing step, bead-containing DNA LoBind tubes were replaced twice.

### Generation of TAS-Seq library

TAS-Seq libraries were generated by Immunogeneteqs Inc. (Noda City, Chiba, Japan), as described previously^43^. Briefly, reverse-transcribed exonuclease I-treated BD Rhapsody beads were subjected to a terminator-assisted TdT reaction, second-strand synthesis reaction, and a first/second round of whole-transcriptome amplification (WTA) or Totalseq library amplification reaction. The size distribution and concentration of the amplified cDNA and hashtag libraries were analyzed using a MultiNA system (Shimadzu). Illumina libraries were constructed from amplified cDNA libraries (100 ng) using the NEBNext Ultra II FS Library Prep kit for Illumina (New England Biolabs). Illumina adapters and unique-dual barcodes were added to the hashtag libraries using PCR. The size distribution and concentration of the amplified Illumina libraries were analyzed using the MultiNA system and KAPA library quantification kit (KAPA Biosystems). Sequencing was performed using an Illumina Novaseq 6000 sequencer (Illumina, San Diego, CA, USA) and a Novaseq 6000 S4 reagent kit v1.0 or v1.5, according to the manufacturer’s instructions (read 1 (cell barcode): 67 bp and read 2 (cDNA): 140 (v1.0) / 155 (1.5) base-pair with 8 base-pair ×2 unique-dual indexes). The pooled library concentration was adjusted to 1.75 nM (v1.0) or 2.0 nM (v1.5), and the library was spiked with 12% PhiX control library v3 (Illumina).

### Fastq data preprocessing and generation of the single-cell gene expression matrix

To obtain the gene expression count matrix and Totalseq expression matrix for every cell, fastq files of the TAS-Seq data were processed by Immunogeneteqs Inc. as described previously^43^. Bowtie2-indexes built from reference RNA sequences (cDNA and ncRNA FASTA files from the Ensembl database (*Macaca_fascicularis*_6.0)^44^) were used to assign cDNA reads to each transcript. Associated Totalseq streptavidin/anti-biotin reads were mapped to known barcode sequences (provided by BioLegend) using bowtie2-2.4.2, with the following parameters: -p 2 -D 20 -R 3 -N 0 -L 8 -i S,1,0.75 -norc -seed 656565- reorder-trim-to3:39 -score-min L,−9,0 -mp 3,3 -np 3 -rdg 3,3. The inflection point of the knee plot (total read count versus the rank of the read count) was detected using the DropletUtils package^45^ in R 3.6.3 (https://cran.r-project.org/) from the resulting single-cell gene expression matrix files. Cells for which the total read count exceeded the inflection point were considered valid. Demultiplexing of single cells by expression of Totalseq streptavidin/anti-biotin was performed as described previously^43^.

### Background subtraction of TAS-Seq expression matrix by distribution-based error correction

To reduce the background read counts of each gene possibly derived from RNA diffusion during the cell lysis step within the BD Rhapsody cartridge and reverse transcription, a distribution-based error correction was included in the BD Rhapsody targeted scRNA-seq workflow performed by Immunogeneteqs Inc., as previously reported^43^. 

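The deposited counts show where this step acted, because a corrected gene lacks low non-zero counts. In the library of cyiPSC and pre-transplant cyiPS-Cart, 842 genes had a log2 maximum above 8, and 242 of these held no non-zero count below 5 reads while at least 10 cells but fewer than 99% of the cells had reads, against 58 of 381 in the post-transplant library and 54 of 273 in the library of cyAC and cyFT. These genes held 18.2%, 15.3% and 12.6% of the reads. The lowest non-zero count also differed between the libraries. It was 145, 354 and 211 reads for *COL2A1* and 1, 268 and 92 reads for *COL1A2*, in the same order of libraries. A share of cells with a read therefore has a different meaning for a gene that was corrected in 1 library and not in another.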

Briefly, the genes for which the log_2_(x+1)-transformed maximum expression was over 8 were selected, and a biexponential transformation was applied to each gene count using the FlowTrans package^46^ in R 3.6.3. Next, Gaussian mixture components were detected using the mclust package^47^ in R 3.6.3. The average expression of each component was calculated, and the genes for which the maximum average expression of each component was over 5.5 were selected. If the difference between the average expression of each component and its maximum expression was greater than 5, the expression level of the components was considered as background gene expression, and the converted expression of the components was set to 0.

### Single-cell clustering and annotation

We clustered single cells from each dataset using Seurat v4.0.3^48^ in R 4.1.0. The Seurat object for each dataset was created using the CreateSeuratObject function (min. cells = 5, min. genes = 500). Cells for which the percentage of mitochondrial genes was greater than the threshold were filtered using the subset function in Seurat v4.0. The expression data were normalized using the NormalizeData function (scale factor = 1,000,000, according to the analytical parameter used by Muris^49^). Cells were categorized into the S, G1, or G2/M phases by scoring cell cycle-associated gene expression using the CellCycleScoring function. Highly variable genes in each dataset were identified using the FindVariableFeatures function with the following parameters: selection.method = “vst,” nfeatures = 5000, mean.cutoff = c(0.1, Inf), and dispersion.cutoff = c(0.5, Inf). The expression data were scaled using the ScaleData function. The read counts of each cell within each dataset were regressed as confounding factors in the ScaleData function. Principal component analysis (PCA) was performed using the RunPCA function, and the top 42 PCs were selected for dimensional reduction using UMAP. We determined the cluster resolution of the values. DEGs of each cluster were determined using the FindMarkers function with a 0.05 p_val_adj threshold between the two groups (i.e., cell clusters). DEGs were further analyzed by IPA v01-20-04 (QIAGEN) to identify upstream genes and pathways.

### RNA velocity analysis

We performed the RNA velocity analysis as described previously^50^. TAS-Seq data cDNA reads were mapped to the reference genome (*Macaca_fascicularis*_6.0 for *macaca fascicularis* data, and GRCh38 release-101 for human data) using HISAT2-2.2.1^51^ and the following parameters were used: -q -p 6 –rna-strandness F –very-sensitive –seed 656565 –reorder –omit-sec-seq –mm. For the HISAT2 index build, a corresponding ensembl gtf file was filtered to retain protein-coding RNA, long non-coding RNA, and T cell chain/immunoglobulin chain annotations according to the 10X Genomics’s method (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references#mkgtf). Then, the cell barcode information of each read was added to the HISAT2-mapped BAM files, and associated gene annotations were assigned using featureCounts v2.0.2^52^ with the following parameters: -T 2 -Q 0 -s 1 -t gene -g gene_name –primary -M -O –largestOverlap –fraction -R BAM. In the featureCounts analysis, a “gene” annotation was used to capture unspliced RNA information for the RNA velocity analysis, and primary annotations were kept. The resulting BAM file was split using valid cell barcodes and nim 1.0.6 and hts-nim v0.2.23, the split files were processed into loom files using velocyto run (version 0.17.17) with the -c and -U options, and the loom files were concatenated using the loompy.combine function (version 3.0.6)^53^. Then, we used scVelo^54^ for RNA velocity analysis. The loom files were read to an AnnData object. After estimating the RNA velocity, we inferred the trajectory using PAGA^55^. The velocity-inferred directionality extended the trajectory.

### Isolation and culture of cells from pre-transplant cyiPS-Cart

The pre-transplant cyiPS-Cart was treated with 0.25% trypsin-EDTA (Thermo Fisher Scientific) for 1 h and subsequently treated overnight with 4 mg/mL collagenase D (Roche) in DMEM supplemented with 1% PC/SM. After washing, cells were suspended in DMEM supplemented with 10% FBS or chondrogenic medium.

A total of 3.0 × 10^5^ cells from pre-transplant cyiP-Cart were plated in a ϕ 35 mm dish and cultured in DMEM supplemented with 10% FBS in the presence or absence of 100 ng/mL TGF-β1 (Peprotech). A total of 2.3 × 10^5^ cells from pre-transplant cyiPS-Cart were cultured in a chondrogenic medium in the presence or absence of 100 µM TGF-β inhibitor SB431542 (Cayman). The cells were collected 48 h later for mRNA expression analysis.

### Conventional and conditional *Sik3* knockout mice and *Sik3* transgenic mice

All mice used were C57BL/6. *Sik3*^*−/−*^ mice^25^ and *Sik3*^*flox/flox*^ mice^24^ have been previously described. *11Enh-Cre* mice are transgenic mice expressing Cre under the control of *Col11a2* promoter/enhancer sequences^56^. *11Enh-Cre* transgenic mice and *Sik3*^*flox/flox*^ mice were mated to generate *Sik3* conditional knockout mice, in which Sik3 was specifically deficient in chondrocytes. *Sik3*^*−/−*^ and *11Enh-Cre; Sik3*^*flox/flox*^ mice exhibited similar cartilage phenotypes. *Col11a2-hSIK3* transgenic mice overexpressing human SIK3 in chondrocytes under the *Col11a2* promoter/enhancer control were described previously^25^.

### Culture of mouse primary chondrocytes

Primary chondrocytes were prepared from *Sik3*^*−/−*^ knockout mice at 18.5 postcoitus and *Col11a2-hSIK3* transgenic mice 3 days after birth, as described previously^57^. Briefly, epiphyseal cartilage was dissected from the knee, elbow, shoulder joints, and femoral heads of mice and digested with 3 mg/mL collagenase D (Roche) in DMEM/F12 (Invitrogen) containing 5% FBS and 1% penicillin-streptomycin (Life Technologies) at 37 °C overnight. Approximately 5 × 10^5^ primary chondrocytes were obtained from each mouse and cryopreserved in LaboBanker (Kurabo Industries Ltd.). Before the experiments, the cells were lysed, plated, and cultured in DMEM/F12 supplemented with 5% FBS, and 1% penicillin-streptomycin for less than 10 days.

Chondrocytes were seeded (0.5 × 10^5^ cells/well) into 12-well tissue culture plates (Corning). Chondrocytes were cultured in DMEM/F12 containing 5% FBS and 1% penicillin-streptomycin (Invitrogen) at 5% CO_2_ in humidified air. Before experiments, cells were pretreated overnight with a starvation medium (serum-free). For experiments, cells were treated with 1, 5, or 10 ng/mL TGF-β1 (PeproTech) or 10 or 100 μM forskolin (F3917, Sigma-Aldrich) (in DMSO) for 30 min or 1 h for immunoblot analysis and 6 h for mRNA expression analysis.

### Application of FFSS

We followed a previously described method^22^. Mouse primary chondrocytes were seeded (1 × 10^5^ cells/well) in six-well tissue culture plates (diameter = 3.48 cm) (Corning). Chondrocytes were cultured in DMEM/F12 containing 5% FBS and 1% penicillin-streptomycin (Invitrogen) with 5% CO_2_ in humidified air for 2–24 h. Thirty min before exposure to static or FFSS conditions, the medium was replaced gently with 4 mL fresh culture medium. For cultures exposed to FFSS, culture dishes were placed on an orbital shaker (0.5-cm radius of gyration) (IKA, KS 260 basic) set to rotate at 300 rpm at 37 °C, which exposed the chondrocytes to a steady laminar, non-pulsatile shear stress of ~7.6 dyn/cm^2^.

### Immunoblot analysis

Mouse primary chondrocytes were lysed in RIPA buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% SDS, 0.1% sodium deoxycholate, 1 mM EDTA, 1% NP-40, complete protease inhibitors from Roche, and phosphatase inhibitor cocktail 1 and 2 from Sigma-Aldrich) and subjected to SDS-PAGE.

The separated proteins were electroblotted and the membranes were immunostained with rabbit anti-SIK3 (Abcam, 1:500), rabbit anti-pSIK3 (pT411) (KINEXUS, 1:1,000), rabbit anti-Smad2/3 (CST #8685 S, 1:1000, rabbit anti-pSmad3 (CST #9520 S, 1:1000), and rabbit anti-β-actin (Cell Signaling, 1:1,000) antibodies. Goat anti-mouse IgG-HRP (Santa Cruz, 1:5000) or goat anti-rabbit IgG-HRP (Santa Cruz, 1: 5000) were used as secondary antibodies. ECL system and LAS4000 (GE Healthcare) were used for chemiluminescent immunodetection. pSIK3(pT411) levels were quantified relative to β-actin levels by using the FUSION FX software (Vilber, France). The uncropped blots are provided in Source Data and Supplementary Fig. 9.

### mRNA expression analysis

Total RNAs were extracted using RNeasy (Qiagen). For quantitative reverse transcription PCR (RT-PCR), total RNA was reverse-transcribed into first-strand cDNA using ReverTra Ace (Toyobo) and an oligo(dT)20 primer. PCR amplification was performed using the KAPA SYBR FAST qPCR Master Mix ABI prism kit (KAPA Biosystems, Wilmington, USA) and StepOnePlus Real-Time PCR System (Thermo Fisher Scientific). The sequences of the PCR primers used are listed in Supplementary Table 4. The RNA expression levels of target genes were normalized to that of GAPDH or β-actin mRNA expression, and the results indicate the relative expression of the molecules.

### Statistical analysis

The data are shown as mean ± standard error (SE). We performed a two-tailed Student’s *t*-test for parametric data and a one-way analysis of variance (ANOVA) with Tukey’s HSD test for multiple comparisons. Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-2

Supplementary Code 1

Reporting Summary

## Data Availability

All the original data are available upon request from the authors. The scRNA-seq datasets have been deposited in the GEO database under accession code GSE206120. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Engraftment of allogeneic iPS cell-derived cartilage organoid in a primate model of articular cartilage defect
**Source:** Nat Commun. 2023 Feb 20;14:804. doi: 10.1038/s41467-023-36408-0
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **Engraftment of allogeneic iPS cell-derived cartilage organoid in a primate model of articular cartilage defect**

Kengo Abe, Akihiro Yamashita, Miho Morioka, Nanao Horike, Yoshiaki Takei, Saeko Koyamatsu, Keisuke Okita, Shuichi Matsuda, and Noriyuki Tsumaki

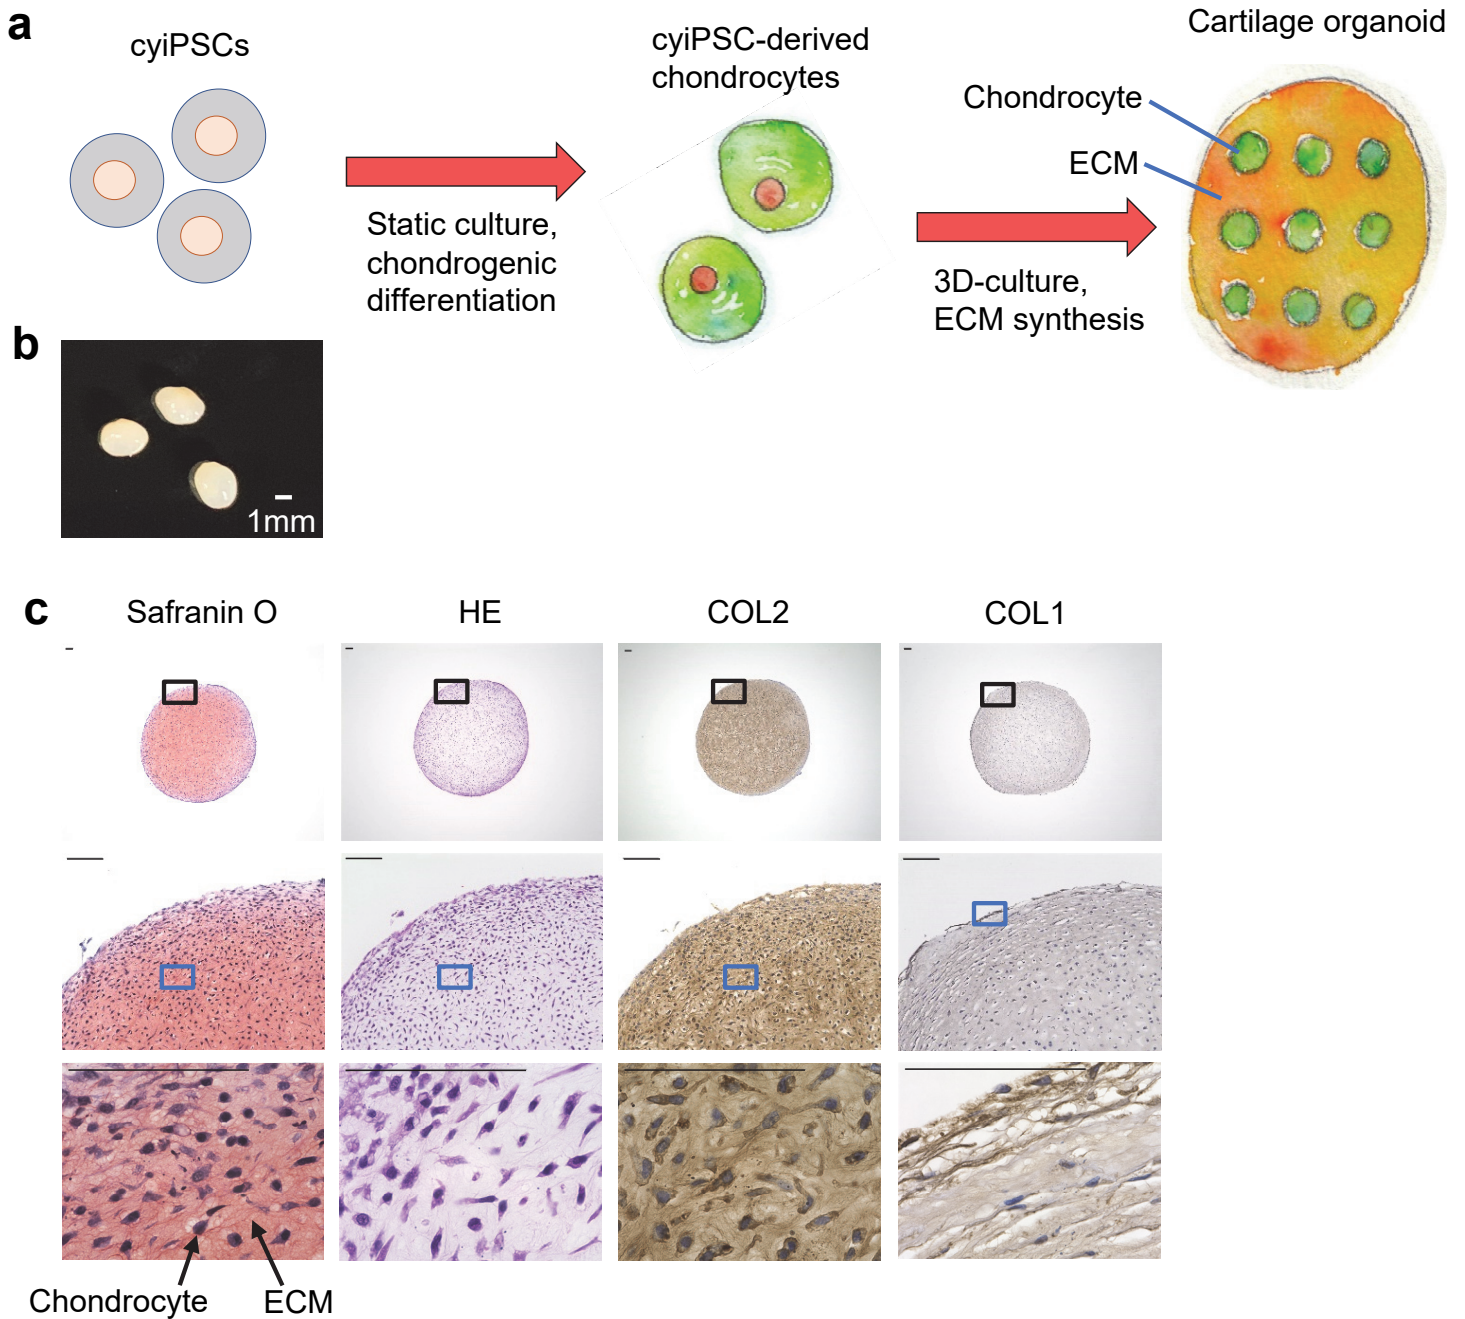

### Supplementary Figure 1. cyiPS cell-derived cartilage organoids (cyiPS-Cart)

- Generation of cyiPS-Cart particle from cyiPSCs.
- Appearance of a cyiPS-Cart particle. Scale bar, 1 mm.
- Semi-serial histological sections of cyiPS-Cart particles were stained with safranin O-fast green-iron hematoxylin (safranin O) and hematoxylin-eosin (HE) and immunostained for type II collagen (COL2) and type I collagen (COL1). The black boxed regions in the top row are magnified in the middle row. The blue boxed regions in the middle row are magnified in the bottom row. Scale bars, 100  $\mu$ m.  
Data are representative of three cyiPS-Cart organoids.

## Supplementary Figure 2

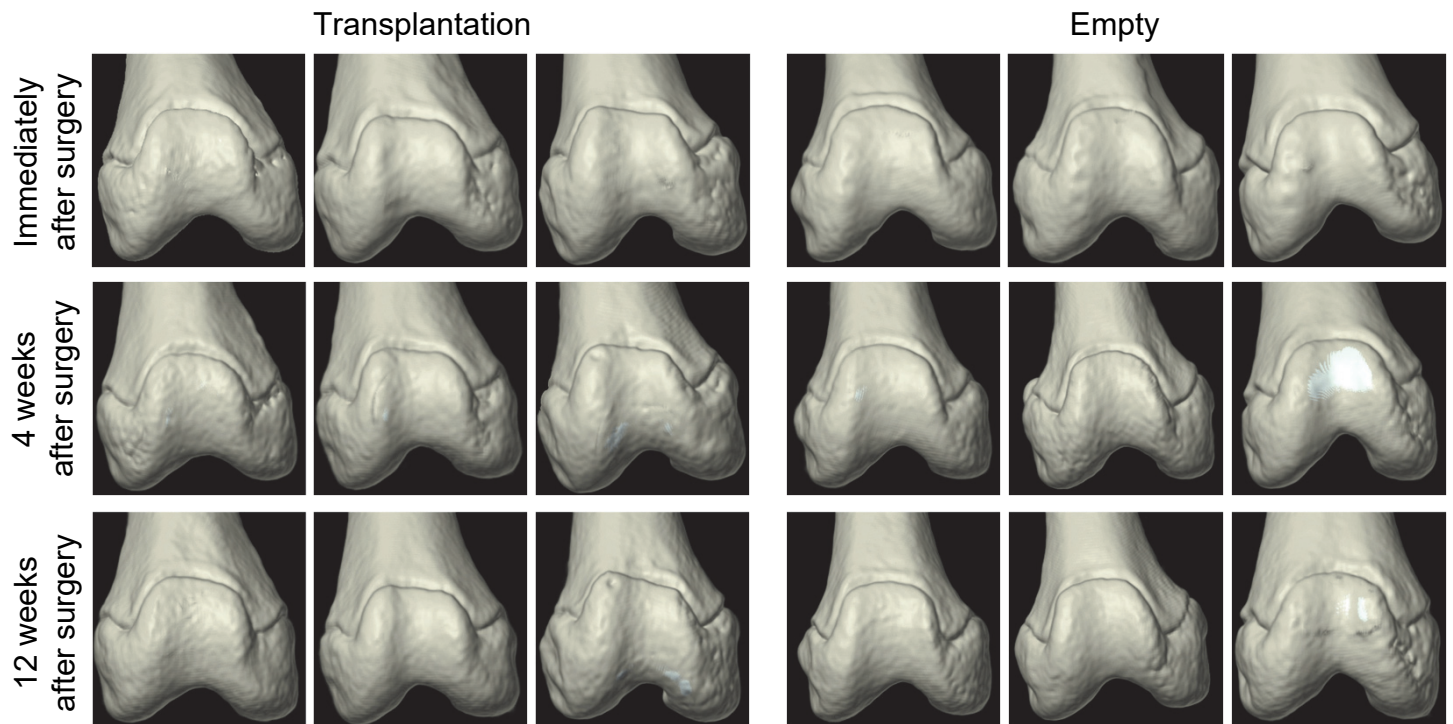

**Supplementary Figure 2.** Three-dimensional CT images of the knee joints after surgery.

CT was performed on all 12 monkeys immediately and 4 weeks after surgery. Six monkeys were sacrificed 4 weeks after surgery, and CT was performed on remaining monkeys 12 weeks after surgery. Images from the 6 monkeys that were sacrificed 17 weeks after surgery are shown.

## Supplementary Figure 3

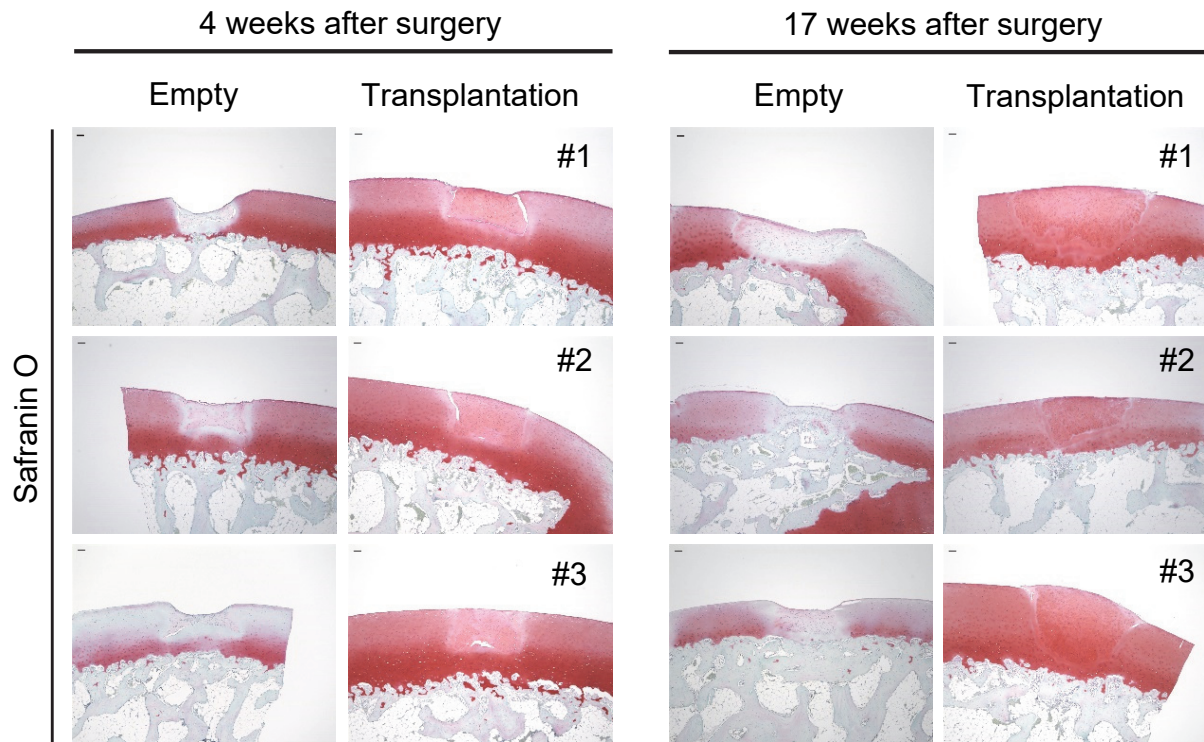

**Supplementary Figure 3.** Images of histological samples from all 12 monkeys. Each panel represents a different monkey. One representative image for each group is shown in Fig. 3a. Safranin O-fast green-iron hematoxylin staining. Scale bars, 100  $\mu$ m.

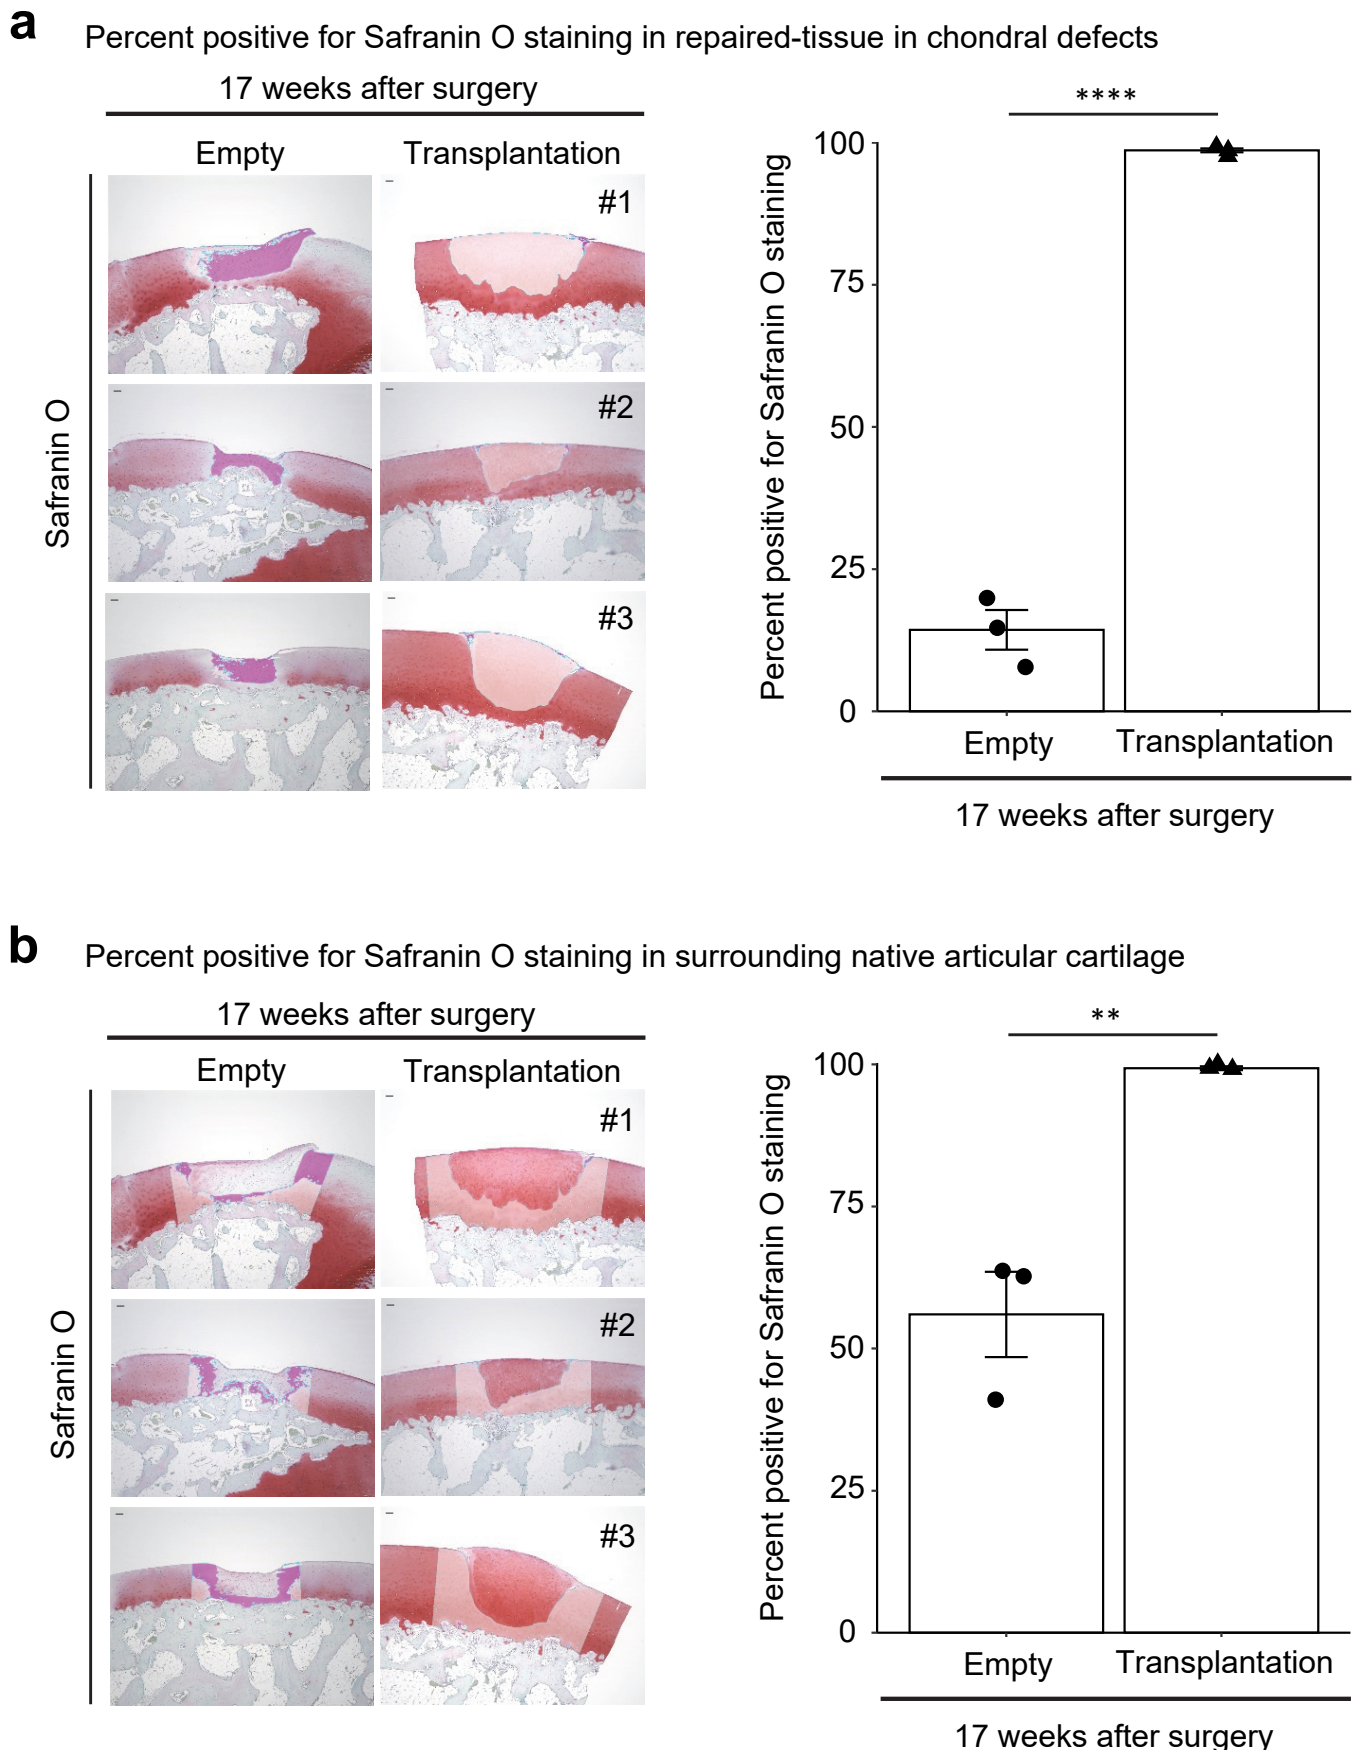

**Supplementary Figure 4.** Quantitative analysis of safranin O-positive area in repaired tissue in chondral defects and the surrounding native articular cartilage.

- a) The safranin O-positive area and total area of the repaired tissues in chondral defects were measured. The safranin O-positive area was divided by the total area.
- b) The safranin-O-positive area and the total area of native articular cartilage regions surrounding chondral defects were measured. The safranin O-positive area was divided by the total area.

Scale bars, 100  $\mu$ m. Error bars denote mean  $\pm$  SE. \*\*\*\* $P$  < 0.0001, \*\* $P$  = 0.0045 by two-tailed Student's  $t$ -test ( $n$  = 3 monkeys).

Source data are provided as a Source Data file.

## Supplementary Figure 5

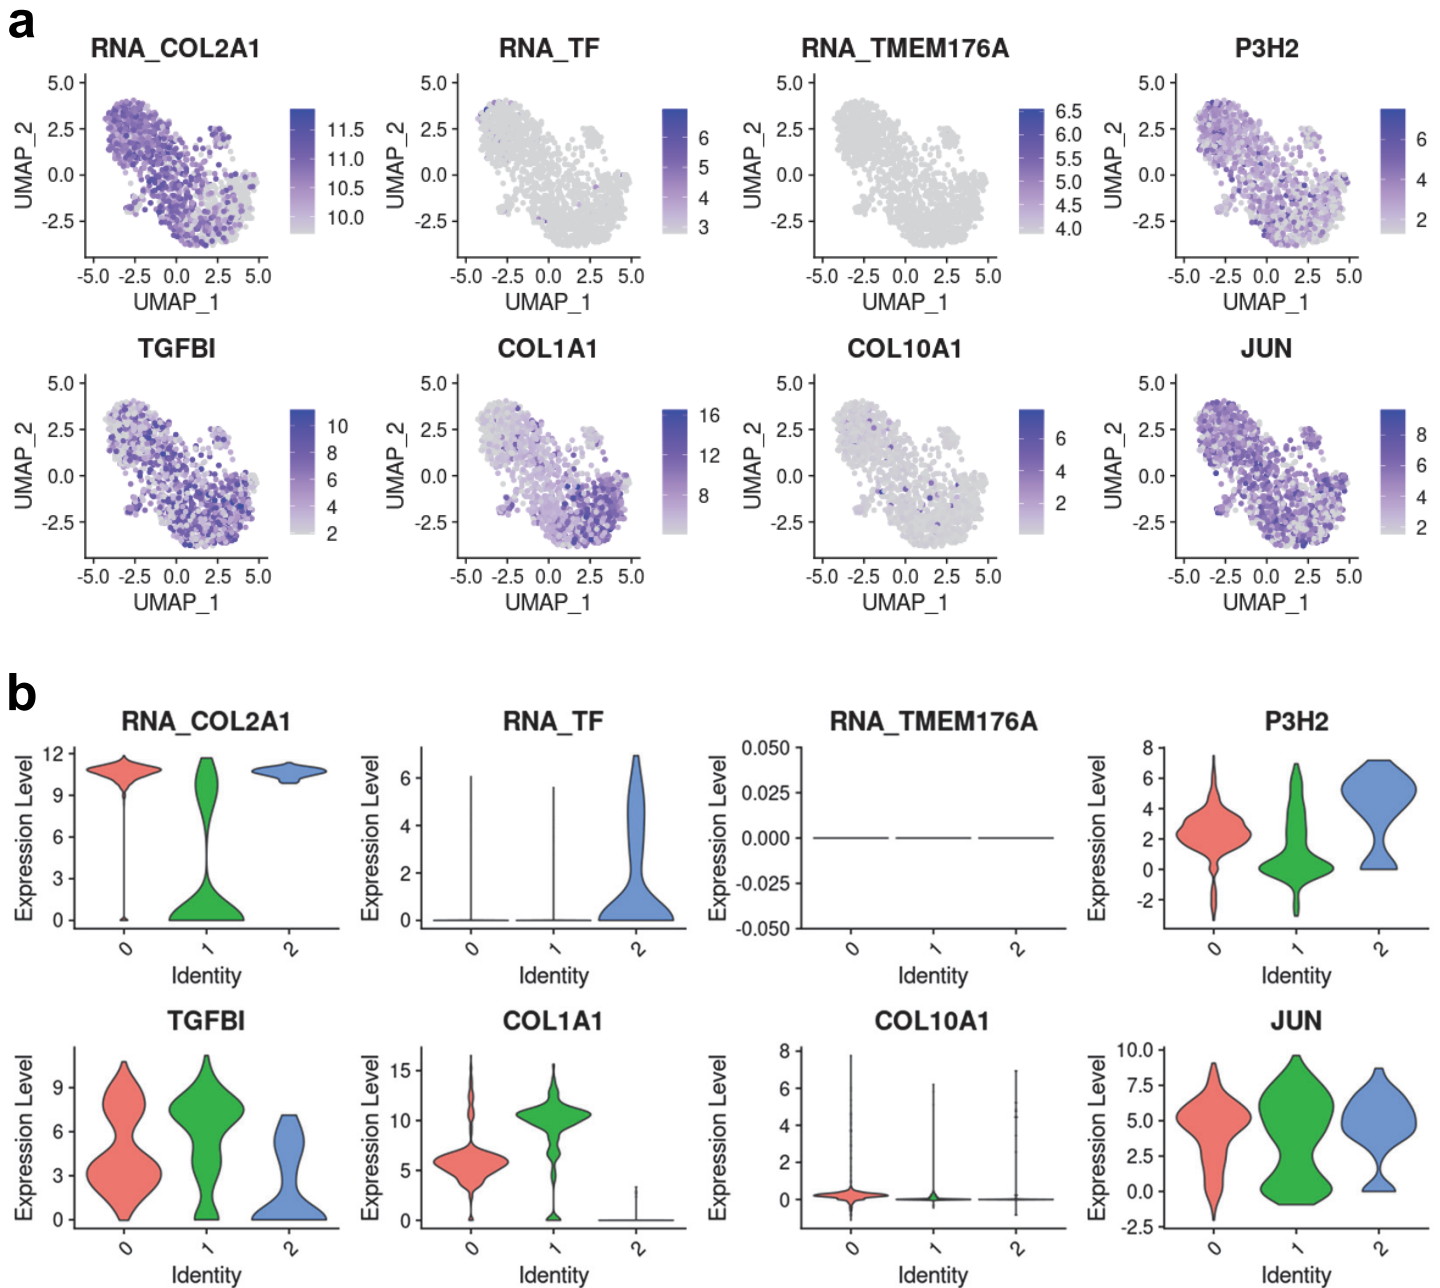

**Supplementary Figure 5.** scRNA-seq analysis of cyAC, cyFT, pre-transplant cyiPS-Cart, and post-transplant cyiPS-Cart.

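The other genes shown were summed in the same way over the 5 clusters of the integrated cells. *TMEM176A* had reads in cluster 4 only, at 46.2 CPM (34.1 to 61.3) and in 14.3% of its 21 cells. *COL10A1* was highest in cluster 2, at 32.8 CPM (27.5 to 38.7), with 6.15 CPM in cluster 0 and 3.13 in cluster 1. *JUN* was highest in the 25 cells of cluster 3, at 1714 CPM (1658 to 1771), with 967 CPM in cluster 0 and 402 in cluster 1, and was at 1587 CPM in post-transplant cyiPS-Cart against 242 CPM in pre-transplant cyiPS-Cart. The clusters differ in the samples they hold, so a difference between clusters can be one between samples.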

- Expression levels of *COL2A1* and osteoarthritis marker genes are indicated in each cell projected on the UMAP plot using the feature plot function.
- Expression levels of *COL2A1* and osteoarthritis marker genes are indicated in each cell projected on the UMAP plot using the “VlnPlot” function. The results of Clusters #3 and #4 were omitted because cell numbers in these clusters are few.

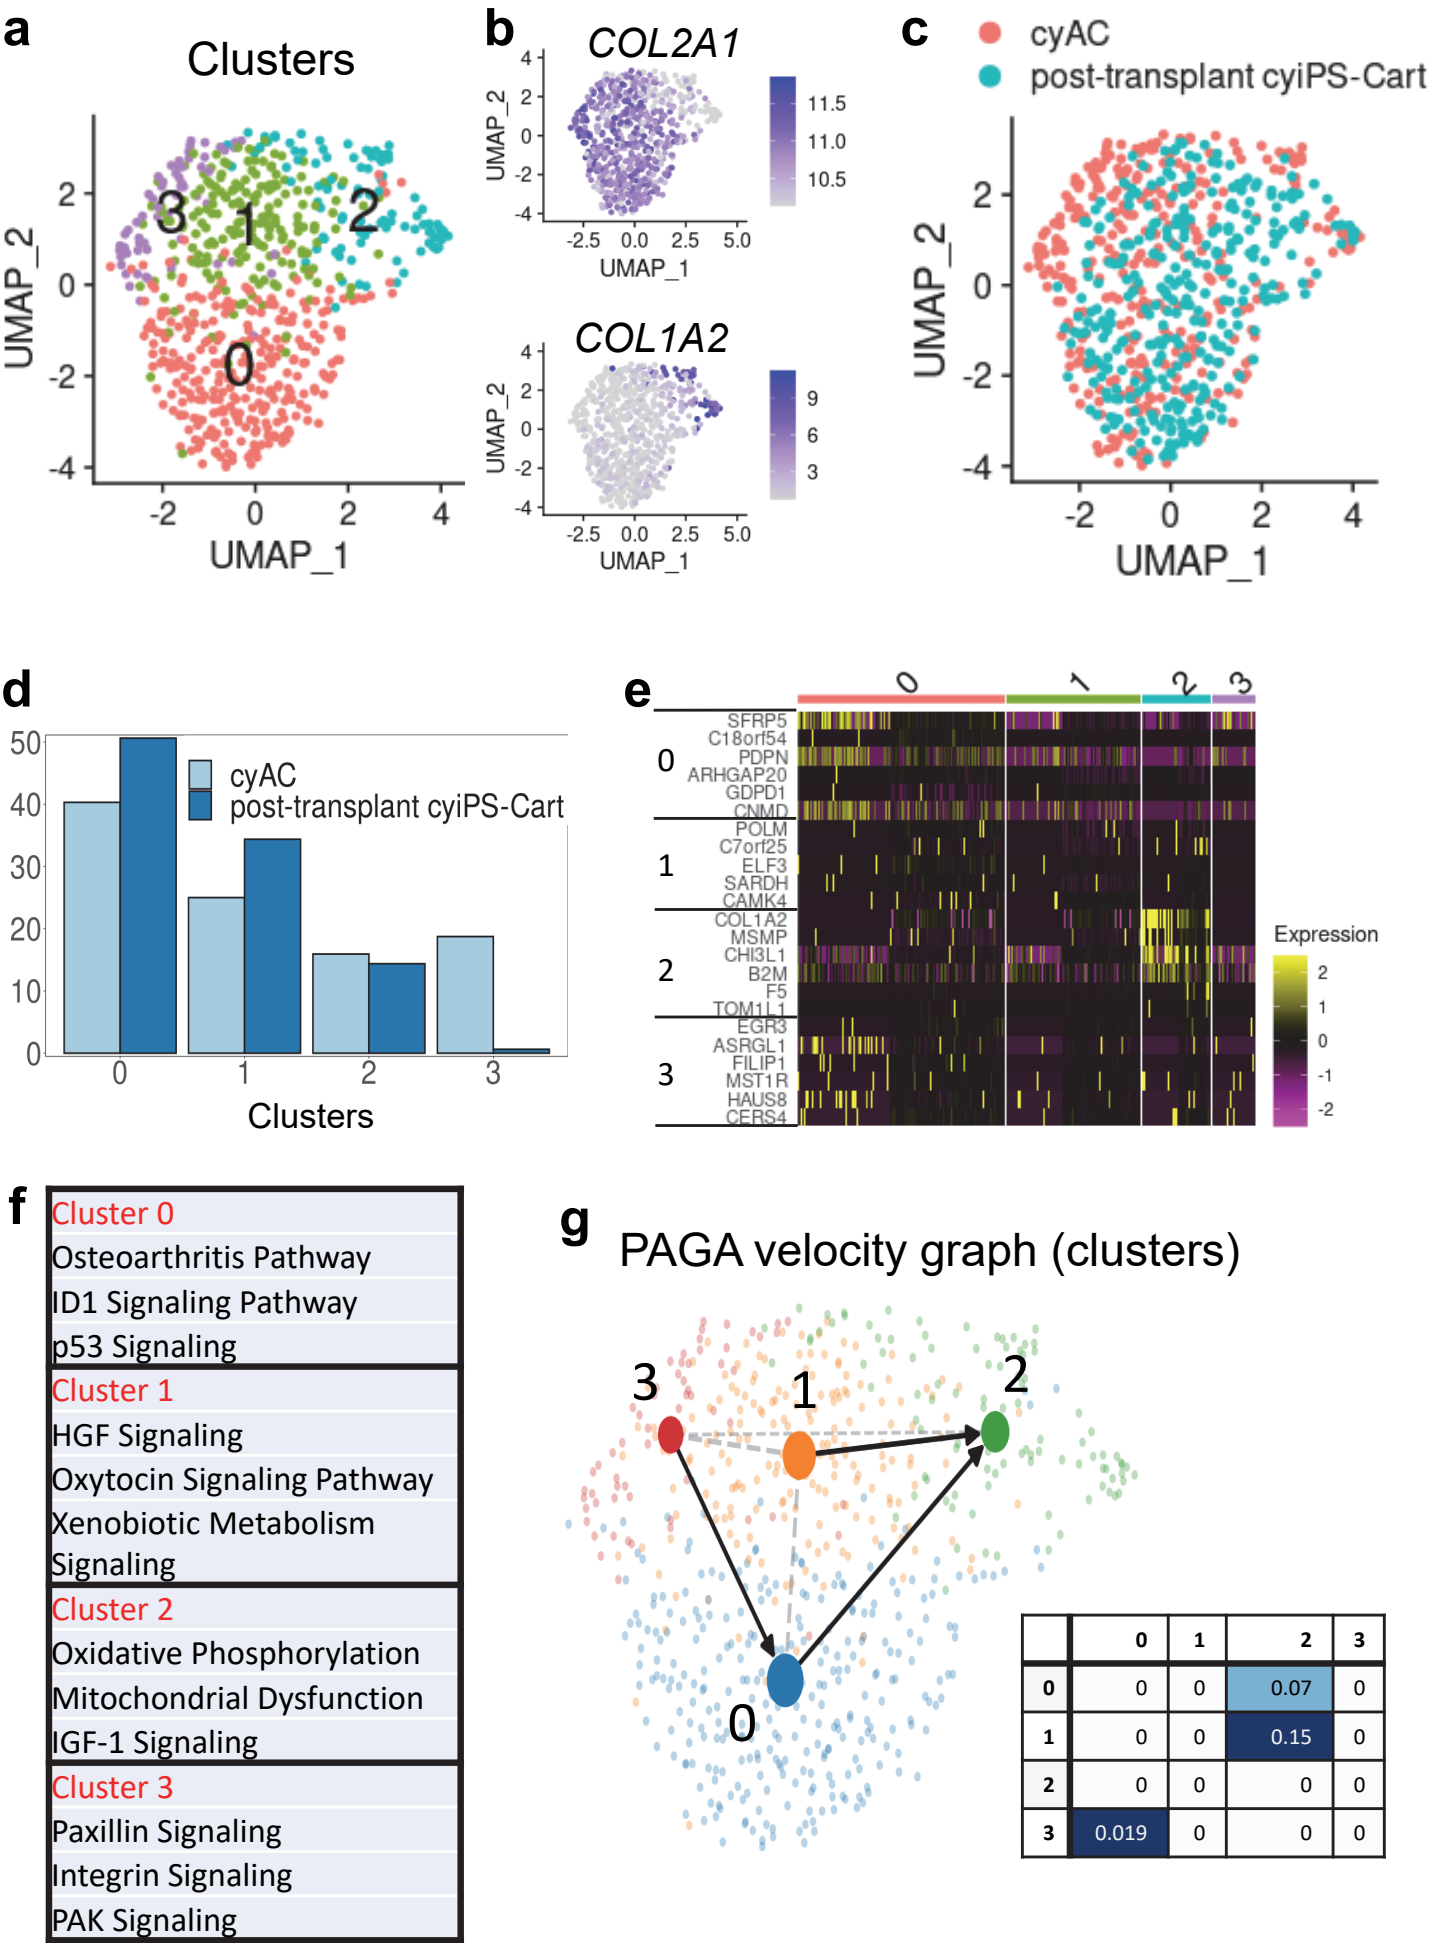

**Supplementary Figure 6.** scRNA-seq analysis of cyAC, cyF and post-transplant cyiPS-Cart.

- a) After reducing the cell number for each sample to 320, the data from the samples were integrated. The cells were then clustered with a parameter resolution of 0.95 and projected onto the UMAP plots.
- b) *COL2A1* and *COL1A2* expression levels are indicated in each cell projected on the UMAP plot using the feature plot function.
- c) Distribution of cells in each sample is indicated on the UMAP plot.
- d) The ratio of the number of cells in each cell cluster in each sample in (a) is plotted.
- e) Heatmap revealing the scaled expression of differentially expressed genes for each cluster defined in (a).
- f) Canonical pathways enriched for each cluster based on differentially expressed genes.
- g) Post-transplant cyiPS-Cart cells were subjected to RNA velocity analysis using scVelo. The trajectory inference using PAGA was extended by velocity-inferred directionality.

**a**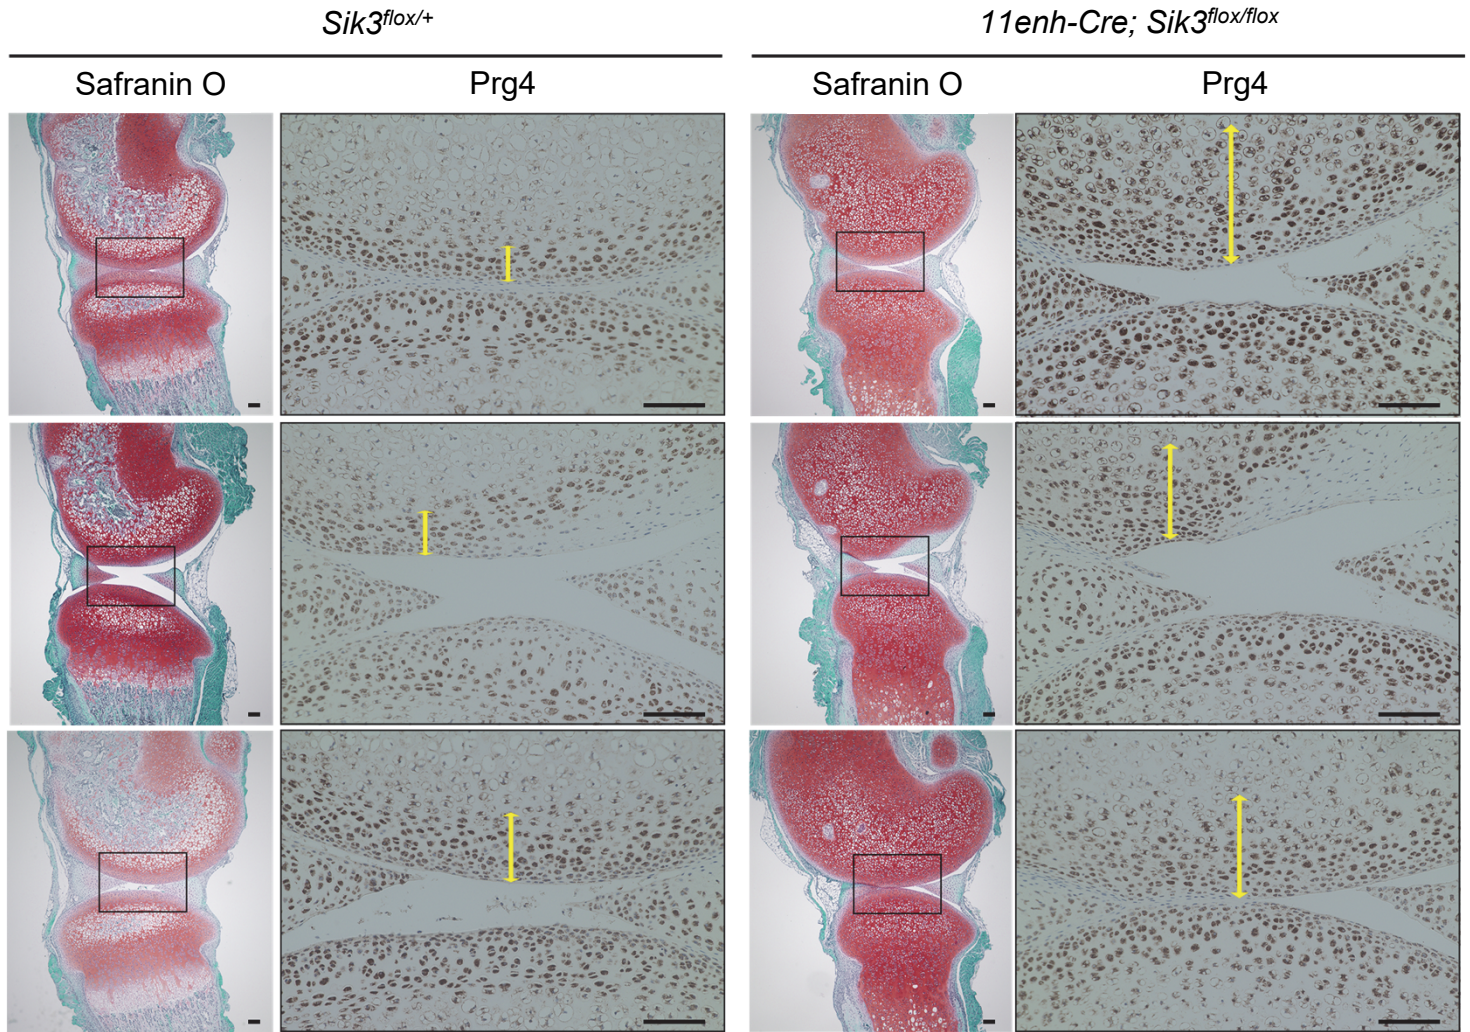**b**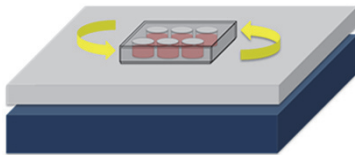**c**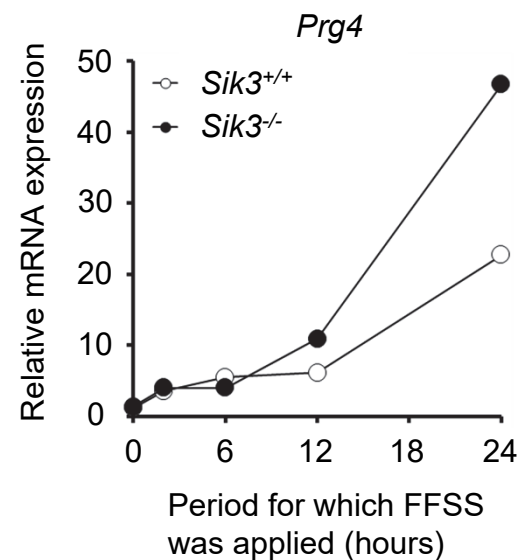

**Supplementary Figure 7.** Analysis of shear stress and *Sik3* contribution to *Prg4* expression.

- Images of histological samples from other three conditional knockout mice and three *Sik3<sup>lox/+</sup>* mice for Fig. 8d. Scale bars: 100  $\mu$ m.
- Schematic representation of the orbital shaker used to subject primary chondrocytes to FFSS.
- The other data of two independent experiments for Fig. 8e. Source data are provided as a Source Data file.

## Supplementary Figure 8

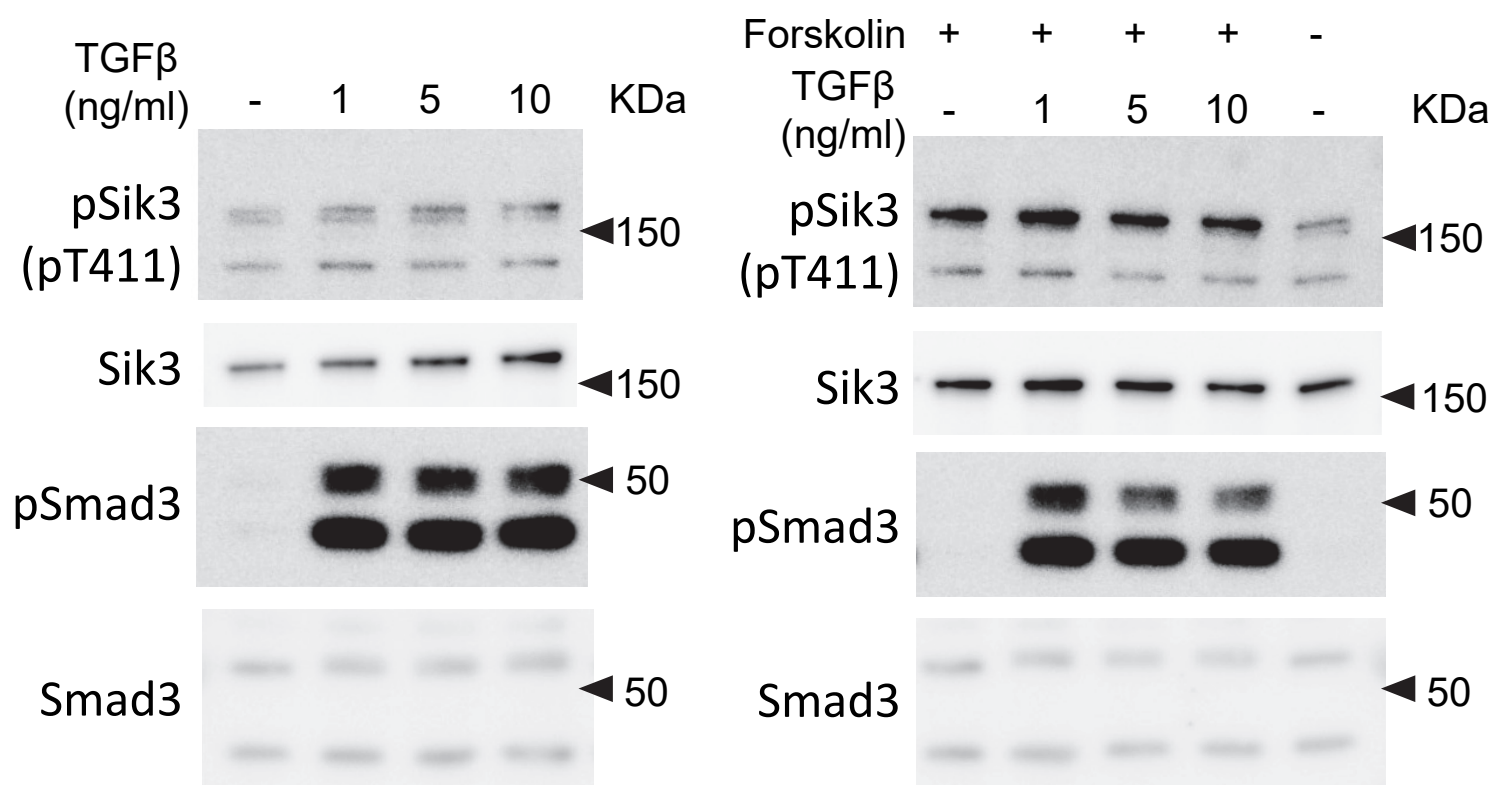

**Supplementary Figure 8.** Relationship between TGF- $\beta$  signaling and Sik3 in chondrocytes.

Mouse primary chondrocytes were treated with or without 1, 5 or 10 ng/mL TGF- $\beta$ 1 (*left*), or treated with or without 1, 5 or 10 ng/mL TGF- $\beta$ 1 or 100  $\mu$ g/mL forskolin (*right*) for 1 h for immunoblot analysis. Data are representative of two independent experiments. Uncropped images are provided in Supplementary Figure 9.

Supplementary Figure 9

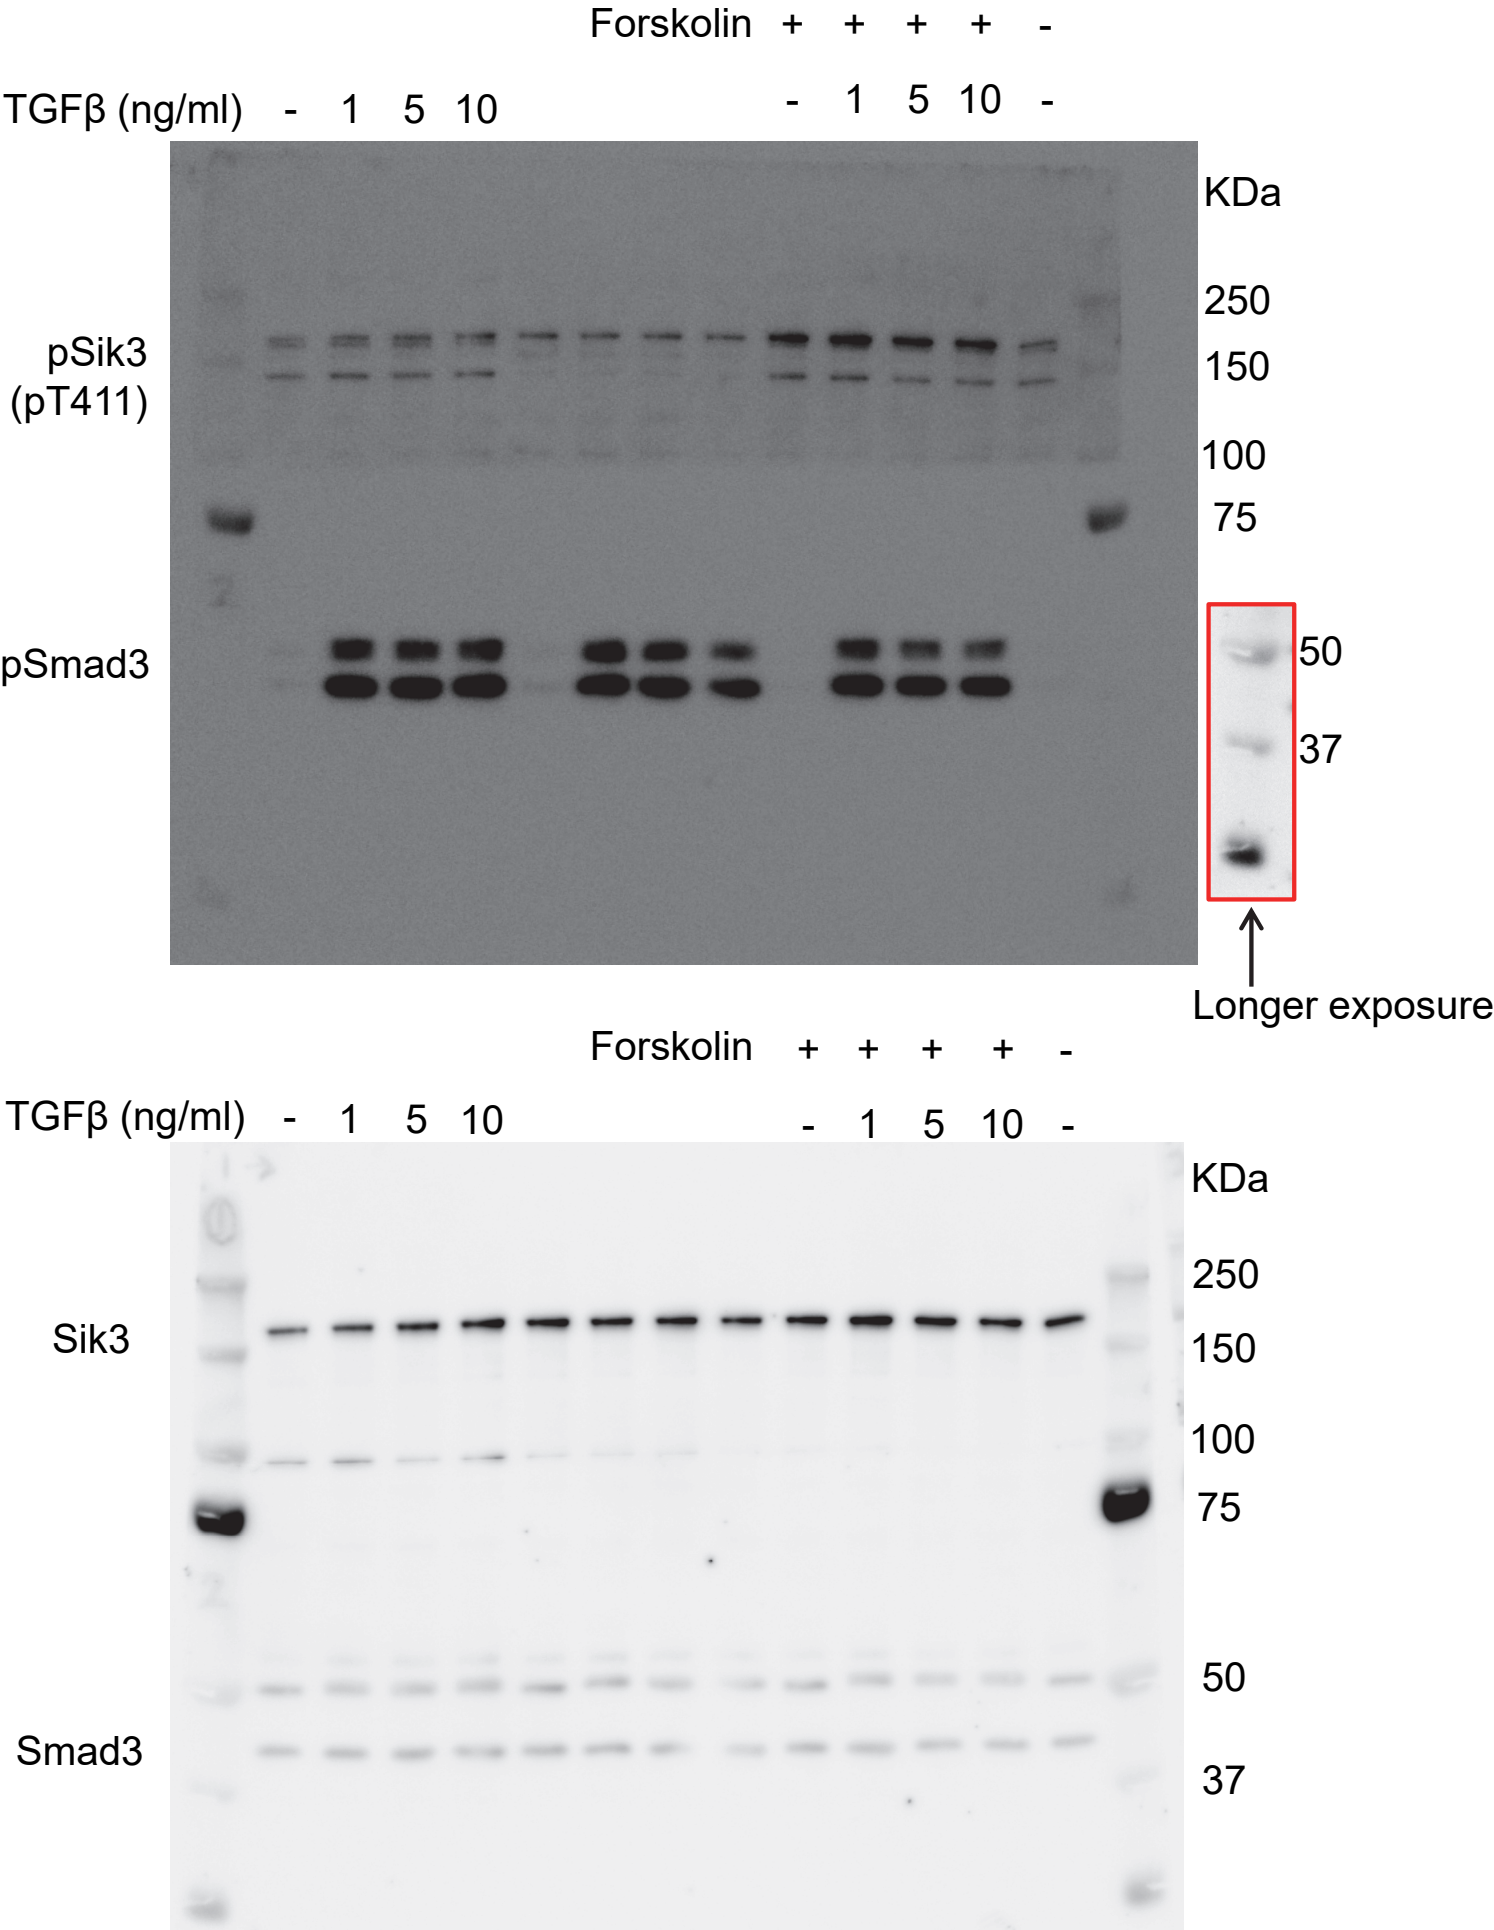

Supplementary Figure 9 Uncropped immunoblot images for Supplementary Fig. 8.

# Supplementary Table 1. MHC genotypes

|                  | cyiPSC line<br>(Donor)*          | Sacrificed at 4 weeks after surgery                                                                                                                                                        |                                                                                                                                          |        | Sacrificed at 17 weeks after surgery                                                                                                                                                                |                                                                                                                                                                 |                                                                                                                    |
|------------------|----------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|--------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|
|                  |                                  | #1                                                                                                                                                                                         | #2                                                                                                                                       | #3     | #1                                                                                                                                                                                                  | #2                                                                                                                                                              | #3                                                                                                                 |
| <b>Mafa-F</b>    | F-like4                          | F-like2                                                                                                                                                                                    | F-like2                                                                                                                                  |        | F-like2                                                                                                                                                                                             | F-like2<br>F-like4                                                                                                                                              | F-like7                                                                                                            |
| <b>Mafa-A</b>    | A1*052:02<br>A4*01:04            | A1*040:03<br>A1*053:01/02<br>A2*05:21<br>A3*13:16<br>A4*01:07<br>A4*03:02                                                                                                                  | A1*040:01<br>A1*065:03<br>A3*13:07<br>A3*13:16<br>A4*03:02                                                                               |        | A1*022:05<br>A1*040:03<br>A2*05:38 A4*14:15                                                                                                                                                         | A1*073:01<br>A1*096:01<br>A2*05:59<br>A4*14:01/08/10<br>A4*14:03/04/13                                                                                          | A1*018:01/09<br>A1*060:04<br>A1*086:01<br>A3*13:02                                                                 |
| <b>Mafa-E</b>    | E-like5<br>E-like11              | E-like3<br>E-like6<br>E-like14                                                                                                                                                             | E-like1<br>E-like3                                                                                                                       |        | E-like1<br>E-like6                                                                                                                                                                                  | E-like3<br>E-like7/10<br>E-like11<br>E-like14                                                                                                                   | E-like1<br>E-like4                                                                                                 |
| <b>Mafa-B</b>    | B*095:01<br>B*033:02<br>B*098:10 | B*021:01/05/07<br>B*028:03/05/06<br>B*028:04<br>B*051:12<br>B*054:02/03<br>B*060:04/13/19<br>B*060:23<br>B*068:02<br>B*082:05<br>B*105:01<br>B*124:05N<br>B*149:02<br>B*156:01<br>B*205:01 | B*050:01/02/06/08/10/11/12<br>B*051:05/08<br>B*060:04/13/19<br>B*065:02/04<br>B*069:05<br>B*072:07<br>B*088:05<br>B*117:03<br>B11L*01:01 | n.d.** | B*015:03/08<br>B*036:01/04<br>B*037:01<br>B*045:07<br>B*050:01/02/06/08/10/11/12<br>B*051:04/10/16<br>B*068:06/07/11/13<br>B*079:04<br>B*109:03<br>B*115:05<br>B*167:01N<br>B*180:01/03<br>B*202:01 | B*036:01:01/02/04<br>B*037:01<br>B*045:07<br>B*046:12<br>B*050:01/02/06/08/10/11/12<br>B*098:08<br>B*105:01<br>B*149:02<br>B*156:01<br>B*167:01N<br>B*180:01/03 | B*007:01/07/09/11<br>B*014:01/02<br>B*034:03<br>B*050:05<br>B*051:05/08<br>B*060:04/13/19<br>B*097:01<br>B*174:01N |
| <b>Mafa-I</b>    | I*01:11                          | I*01:27                                                                                                                                                                                    | I*01                                                                                                                                     |        | I*01                                                                                                                                                                                                | I*01:27                                                                                                                                                         | I*01                                                                                                               |
| <b>Mafa-DRB</b>  | DRB1*10:07<br>DRB1*03:21         | DRB1*03:12/36<br>DRB*W002:05<br>DRB*W020:03<br>DRB*W025:01                                                                                                                                 | DRB1*03:12/36<br>DRB*W021:03<br>DRB*W026:01<br>DRB*W027:03                                                                               |        | DRB1*03:03/30<br>DRB1*03:12/36<br>DRB*W001:01<br>DRB*W002:03<br>DRB*W003:02                                                                                                                         | DRB1*03:03/30<br>DRB1*03:12/36<br>DRB*W001:02<br>DRB*W002:06<br>DRB*W026:01                                                                                     | DRB1*03:12/36<br>DRB*W002:03<br>DRB*W021:01<br>DRB*W027:01:01                                                      |
| <b>Mafa-DQA1</b> | DQA1*01:07:01                    | not done                                                                                                                                                                                   | not done                                                                                                                                 |        | not done                                                                                                                                                                                            | not done                                                                                                                                                        | not done                                                                                                           |
| <b>Mafa-DQB1</b> | DQB1*06:08                       | DQB1*15:03<br>DQB1*18:09                                                                                                                                                                   | DQB1*06:14<br>DQB1*18:07/26                                                                                                              |        | DQB1*15:01<br>DQB1*17:03/12                                                                                                                                                                         | DQB1*06:14<br>DQB1*17:03                                                                                                                                        | DQB1*15:01<br>DQB1*17:02                                                                                           |
| <b>Mafa-DPA1</b> | DPA1*02:05                       | not done                                                                                                                                                                                   | not done                                                                                                                                 |        | not done                                                                                                                                                                                            | not done                                                                                                                                                        | not done                                                                                                           |
| <b>Mafa-DPB1</b> | DPB1*15:04                       | DPB1*05:01<br>DPB1*19:01                                                                                                                                                                   | DPB1*15:01/13<br>DPB1*19:01                                                                                                              |        | DPB1*03:03/04/05/06<br>DPB1*05:01                                                                                                                                                                   | DPB1*01:04/08/10/15<br>DPB1*19:06:01                                                                                                                            | DPB1*03:03/04/05<br>DPB1*05:01                                                                                     |

\*The cyiPSC line had homozygous MHC haplotype.

\*\*Not determined because the blood sample of this monkey was mistaken.

Supplementary Table 2. Modified Wakitani histological scoring system

| Category points                                     | Scores |
|-----------------------------------------------------|--------|
| Cell morphology                                     |        |
| Hyaline cartilage                                   | 0      |
| Mostly hyaline cartilage                            | 1      |
| Mostly fibrocartilage                               | 2      |
| Mostly noncartilage                                 | 3      |
| noncartilage                                        | 4      |
| Matrix staining with safraninO and fast green       |        |
| Normal (compared with host adjacent cartilage)      | 0      |
| Slightly reduced                                    | 1      |
| Markedly reduced                                    | 2      |
| No metachromatic stain                              | 3      |
| Thickness of cartilage                              |        |
| >2/3                                                | 0      |
| 1/3-2/3                                             | 1      |
| <1/3                                                | 2      |
| Integration of implant with adjacent host cartilage |        |
| Both edges integrated                               | 0      |
| One edge integrated                                 | 1      |
| Neither edge integrated                             | 2      |
| Total maximum                                       | 11     |

Supplementary Table 3. List of antibodies used for immunohistochemistry

| Antibody                                  | Species | Dilution       | Catalog No. | Source                      |
|-------------------------------------------|---------|----------------|-------------|-----------------------------|
| Anti Collagen I                           | Goat    | 1:1500         | 1310-01     | Southern Biotech            |
| Anti Collagen II                          | Goat    | 1:300          | 1320-01     | Southern Biotech            |
| Anti Lubricin/Proteoglycan 4              | Mouse   | 1:500          | MABT400     | Milipore                    |
| Anti CD3                                  | Rat     | 1:100          | ab11089     | abcam                       |
| Anti GFP                                  | Rabbit  | 1:500          | NB600-308   | NOVUS                       |
| Anti mouse immunoglobulin<br>HRP          |         | No<br>dilution | K1497       | DAKO                        |
| Anti rabbit immunoglobulin<br>HRP         | Mouse   | 1:100          | sc-2357     | Santa Cruz<br>Biotechnology |
| Anti goat immunoglobulin HRP              | Donkey  | 1:1000         | ab97110     | abcam                       |
| Alexa Fluor 488 goat anti rat<br>IgG(H+L) | Goat    | 1:1000         | A11006      | Invitrogen                  |

Supplementary Table 4. List of primers

| Target |       | F/R | Sequence 5'→3'            |
|--------|-------|-----|---------------------------|
| monkey | GAPDH | F   | CCTTCACACCCTTGCGTATT      |
| monkey | GAPDH | R   | TTGATTTTGGAGGGATCTCG      |
| monkey | PRG4  | F   | GGAGATGTGGGGAAGGGTAT      |
| monkey | PRG4  | R   | TGCTTTCTTTGCAGATGGTG      |
| mouse  | GAPDH | F   | TGGATTTGGACGCATTGGTC      |
| mouse  | GAPDH | R   | TTTGCACTGGTACGTGTTGAT     |
| mouse  | ACTB  | F   | GGCTGTATTCCCCTCCATCG      |
| mouse  | ACTB  | R   | CCAGTTGGTAACAATGCCATGT    |
| mouse  | PRG4  | F   | TGGAGTGCTGTCCTGATTTCAAGAG |
| mouse  | PRG4  | R   | GGTGATTTGGGTGAGCGTTTGGTA  |

# Supplementary material for: Engraftment of allogeneic iPS cell-derived cartilage organoid in a primate model of articular cartilage defect
**Source:** Nat Commun. 2023 Feb 20;14:804. doi: 10.1038/s41467-023-36408-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: DEGs between PRG4-positive and -negative cells.

File Name: Supplementary Data 2

Description: IPA on DEGs between PRG4-positive and -negative cells.

File Name: Supplementary Code 1

Description: The scripts that were used for obtaining the results of scRNA-seq analysis (Figs. 5 and 6; Extended Data Figs. 5 and 6).

# Supplementary material for: Engraftment of allogeneic iPS cell-derived cartilage organoid in a primate model of articular cartilage defect
**Source:** Nat Commun. 2023 Feb 20;14:804. doi: 10.1038/s41467-023-36408-0
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Three-dimensional CT images were constructed using an image processing software (Aquilion TSX-101A/NA; TOSHIBA, Japan). Percent positive for Safranin O staining in tissues are calculated by BZ-X800 analyzer software (Keyence Corp., Japan). The FUSION FX software (Vilber, France) was used for Western blot quantification.                                                                                                                                                                                          |
| Data analysis   | The statistical analyses were performed using JMP® Pro 16.2.0.<br>For scRNA-seq data analysis, the DropletUtils package in R 3.6.3 ( <a href="https://cran.r-project.org/">https://cran.r-project.org/</a> ), the FlowTrans package47 in R 3.6.3., and the mclust package48 in R 3.6.3. were used.<br>Single-cell RNA seq data was analysed using Seurat v4.0.3 in R 4.1.0.<br>We used Ingenuity Pathway Analysis v01-20-04 (IPA, Qiagen) to detect possible upstream regulators of differentially expressed genes (DEGs). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the original data are available upon request from the authors. Our scRNA-seq datasets are available on GEO accession number GSE206120 and reviewer token cnylewoyxbwtqz.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. The number of monkeys was chosen so that the sample size was three independent replicates, which is the minimum number for a statistical test and contributes to reducing the number of animals used in the experiments. The numbers of samples were sufficient because the mean values were significantly different between the test group and the control group. |
| Data exclusions | MHC type was not determined in one monkey, because the blood sample was mistaken. This monkey was included for data collection.                                                                                                                                                                                                                                                                                |
| Replication     | Experiments were replicated 3-6 times and performed independently 2-3 times.<br>We used multiple samples and the sample numbers are presented and all the data is reproduced in all experiments.                                                                                                                                                                                                               |
| Randomization   | Monkeys, mice, and cells were randomly divided into two groups (transplanted and empty).                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was performed when scoring cartilage repair (Fig. 3b). In other experiments, blinding was not possible because of presence of unique identifiers highlighting groups.                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies are listed in Extended Data Table 5 and in the Methods section.                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | Antibodies are used under validation using adequate negative and positive control samples. We confirmed the staining by using animal samples when possible, or we rely on the stained samples presented in manufacturer's website. For immunohistochemistry, antibodies from Southern Biotech, Milipore, abcam, and NOVUS were tested by immunohistochemistry. For immunoblotting, antibodies from Abcam, KNEXUS, CST, and Cell signaling were tested by immunoblot. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | cyiPSC line (1146A1) was generated from peripheral blood mononuclear cells of a male crab-eating monkey with homozygous MHC, and cyiPSC line (1231C1-G) was similarly generated from that of a female crab-eating monkey with homozygous MHC. |
| Authentication                                                    | Not applicable. No cell lines were used.                                                                                                                                                                                                      |
| Mycoplasma contamination                                          | All cells were negative for mycoplasma contamination.                                                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Nothing.                                                                                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 3-4 years old male cynomolgus monkeys(Ina Research, Nagano, Japan) were used for this study.purchased from Ina Research (Nagano, Japan)<br>Sik3 <sup>-/-</sup> mice, Sik3 <sup>flox/flox</sup> mice, 11Ehn-Cre transgenic mice, and Col11a2-hSIK3 transgenic mice are C57BL/6 mice. Mice with both sexes, aged from at birth to 1 year old were used. We mated mice to prepare those that bear specific genotypes.<br>Animal rooms for mice were controlled to provide temperature of around 23° and around 55% of humidity on a 12h light/dark cycle. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | We used all male monkeys in the study to avoid gender difference bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All methods were performed following relevant guidelines and regulations. Experiments using recombinant DNA were approved by the Recombinant DNA Experiments Safety Committees of Kyoto University (No. 180041) and Osaka University (No. 04794). All animal experiments were approved by the Institutional Animal Committees of the Kyoto University (No. 18-101-14 and No. 16-74-17) and Osaka University (No. 03-044-014).                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

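TAS-Seq single-cell transcriptomes were analysed for 5 samples of the cynomolgus monkey, namely cyiPSC, pre-transplant cyiPS-Cart, post-transplant cyiPS-Cart, cyAC and cyFT, sequenced as 3 transcriptome libraries. Every condition was taken as 1 sample. How many animals the cyAC, cyFT and post-transplant libraries pool is not named in the paper's text, whose methods say that 2 transplanted sites of each monkey were combined. The deposited label of the post-transplant sample gives a wild-type genotype, that of the recipient, where the paper describes its cells as derived from the EGFP donor, and the paper's description was followed. The 3 hashtag libraries hold tag reads and no transcriptome and were not used here. Cells were taken to their samples by the prefixes of the cell names, read through the sample labels and the code that the authors supply with the paper.

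The authors deposited read counts per gene and cell in a matrix for Fig. 5 (13950 genes, 6027 cells) and a matrix for Fig. 6 (14020 genes, 1280 cells). To make these counts, the authors assigned cDNA reads to Ensembl transcripts of the cynomolgus monkey with Bowtie2, kept cells above the inflection point of the knee plot, separated pooled samples by hashtag, set counts taken for diffused background to 0 in genes with a log2 maximum above 8, removed cells above a mitochondrial threshold whose value the paper's text does not name, and for Fig. 6 reduced each sample to 320 cells. The methods describe no step that counts molecular identifiers, so the counts were taken as reads and not molecules, which the files alone do not settle. Gene symbols were used as the matrices list them. Of the symbols, 94.9% were found in a RefSeq gene table of another assembly, which was used for names only, and no coordinates are given.

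Per sample, reads were summed and given as CPM over all listed genes, and the share of cells with at least 1 read of a gene was counted. Median reads per cell were 143075 in cyiPSC and 59249 in pre-transplant cyiPS-Cart of Fig. 5, and 58413.5, 80335.5, 29699 and 27499.5 in pre-transplant cyiPS-Cart, post-transplant cyiPS-Cart, cyAC and cyFT of Fig. 6. Shares have exact Clopper-Pearson 95% intervals, sums have exact Poisson intervals, and ratios of sums have exact conditional intervals. All of them cover counting error only. A share of 0 has the upper limit that 3 counts of the total give. For shares at equal depth, each cell was thinned at random to the 10th percentile of reads per cell of the shallowest sample compared, which was 30967 reads for Fig. 5, 12191 for Fig. 6 and 16101 for *PRG4* in pre-transplant, post-transplant and cyAC cells, and shallower cells were left out. With 1 sample per condition no test was run and no p value was computed. Differences across genes between pre- and post-transplant cyiPS-Cart are log2 ratios of CPM + 1 over genes with at least 50 CPM in either sample and reads in at least 25% of the cells of either. This step was tested on simulated counts over 3101 genes, of which 198 were changed by known amounts. With the known shift in total reads taken out, the direction was recovered for 100% of the changed genes. The median absolute error was 0.0276 and the largest 0.280 on the log2 scale. Thinning was tested on simulated cells of unequal depth over 7914 genes, where the mean difference between the shares fell from 7.29 to 0.00257 percentage points. The simulated cells were drawn from summed profiles, without differences between cells, library effects or counts set to 0 by a background correction. Both tests therefore check the calculation only. They do not show how far such effects distort the real values, and thinning cannot restore counts that the authors set to 0.

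Clustering followed the authors' code, with log-normalization at a scale factor of 1000000, 2000 variable features and 30 principal components, at resolutions of 0.5 for Fig. 5, 0.2 for the 4 samples of Fig. 6 and 0.95 for cyAC with post-transplant cyiPS-Cart, and with anchor integration for the latter 2. The methods text gives 5000 features and 42 principal components instead, which were run as alternatives. Clusters are compared by number and carry no cell type names. Doublets were called by scrublet per library. It marked 0.232% of the cells of Fig. 5, where it is not taken to have worked, 8 post-transplant cells, and 2 cells each of cyAC and cyFT. Marked cells were kept, and leaving them out is an alternative.

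Cells were also counted that held reads of at least 3 genes of a list of pan-immune, macrophage, T cell, endothelial or cycling markers. The genes named are those the paper names in its single-cell text and figures, fixed lists for the SIK and TGF-β pathway and for Y-linked genes, and the 5 with the largest log2 ratio in each direction between pre- and post-transplant cyiPS-Cart. The lists, this rule and most of the alternatives were set before the data were examined. They are other minimum reads for detection (2 and 10), thinning, a stricter filter on cells (at least 500 genes, and a mitochondrial share below 3 median absolute deviations above the median), leaving out marked doublets, the mean of per-cell CPM, CPM without mitochondrial genes, edgeR's TMM factors on the summed deposited counts, other pseudocounts and filters, the larger set of pre-transplant cells, and other features, components, resolutions, gene sets and seeds for the clustering. The limits of 22 reads and of 6 and 8 on the ln(CPM + 1) scale for *PRG4*, the 20 random draws of cells, the correlations of summed profiles, the levels by cluster within cyFT, TMM factors for the ratios of *PRG4* and the pathway genes, and the GFP-polyA levels of cells with and without *PRG4* or *COL1A2* were chosen after seeing the data.

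The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 and edgeR 4.0.16, where the authors used an earlier version of Seurat. The canonical pathway and upstream regulator analyses (IPA), the RNA velocity trajectories and the experiments outside single-cell sequencing were not analysed here.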

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

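All tests in this part were chosen after the results were seen.

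*CD3D*, a T cell gene, had reads in 63.0% of cyiPSCs (61.0 to 64.9) at 10.4 CPM, in 19.5% of the pre-transplant cyiPS-Cart cells of Fig. 5 at 4.73 CPM, and in 13.1% to 23.4% of the cells of each sample of Fig. 6. Thinned to equal depth, the shares in Fig. 5 were 25.9% and 10.7%. The paper does not discuss the gene, and no control sample without it was at hand. T cells in the samples are argued against as the source, since cultured cyiPSCs held it in 62.96% of cells while *CD3E* had reads in 1.6% of them and in 0% to 0.625% of the cells of each sample of Fig. 6. What remains open, and was not tested, is whether reads of an overlapping or similar transcript were assigned to *CD3D*, or whether the gene is transcribed at a low level in these cells. Apart from T cells, no biological explanation was tested.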

How the results depend on the processing

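The limits of 22 reads and of 6 and 8 on the ln(CPM + 1) scale for *PRG4*, TMM factors for the ratios of *PRG4* and the pathway genes, and the random draws of cells were chosen after the results were seen. Over 145 results and 469 alternative values, 272 values stayed within the counting interval of the value given (for a median over listed genes, within 0.05; for a count, within 1.5 times), 194 moved beyond it, and 3 reversed direction. Of these, 24 results answer a comparison between samples or clusters, with 67 of their 118 alternative values within the interval, 50 beyond it and 1 reversed. The other 121 results concern single genes or samples, with 205 of 351 values within the interval, 144 beyond it and 2 reversed. Both of the latter are genes near equal levels under TMM factors. Since no condition has replicates, the intervals are narrow and cover counting error only. No paired analysis was possible because each condition is 1 sample.

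Of the 24 results that answer a comparison, those that stayed within their interval under each alternative run for them include the separation of cyiPSC from pre-transplant cyiPS-Cart cells, the log2 ratio of *NANOG* and the share of cyFT cells with macrophage markers. The share of post-transplant cells with at least 3 pan-immune markers, 0%, was put to a test only by a limit of 2 markers (0.313%), since a higher limit or fewer cells cannot change it. The shares of post-transplant cells with *COL2A1* and no *COL1A1* and of cyFT cells with *COL1A1* and no *COL2A1* stayed within their intervals too. Only alternatives that leave out cells tested these shares, namely the stricter cell filter, the doublets and, for cyFT, thinning. Thinning left out 32 shallow cyFT cells and took the cyFT share from 53.1% to 50%. Limits of 2 and 10 reads changed the call of no cell for these shares, nor for GFP-polyA in post-transplant or *PRG4* in pre-transplant cells. The lowest non-zero counts lie above these limits, and thinning hardly can change the call of a cell that it keeps. These 8 of the 10 such limits tried for a comparison say nothing about stability, and GFP-polyA, found in every post-transplant cell, was not put to a test by any alternative. For single genes and samples, 40 of the 56 such limits changed no cell either, so the counts of values within the interval given above hold them without being evidence of stability. The cause of the changes listed next was not tested, apart from those that follow from how an alternative is made.

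The *COL2A1* log2 ratio of pre-transplant cyiPS-Cart over cyiPSC was 10.65 and became 10.96 with the mean of per-cell CPM and 13.53 without marked doublets, since 14 marked cyiPSCs held 86.4% of the *COL2A1* reads of that sample.

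For the clusters of the 4 samples, the share of cyFT cells in the cluster holding most post-transplant cells was 12.2% and became 0% without integration, 55.6% with 5000 features, 73.4% at a resolution of 0.1, 7.5% at 0.4, 38.8% without the collagen genes and 56.0% without marked doublets. The share of cyAC cells was 85% and became 0% without integration, 97.8% at a resolution of 0.1, 67.8% at 0.4 and 89.0% without marked doublets. The share of pre-transplant cells was 78.1% and became 0% without integration, 83.8% with 5000 features, 99.4% at a resolution of 0.1 and 59.4% at 0.4. With 42 components or another seed these shares stayed within their intervals. For cyAC with post-transplant cells, the lowest post-transplant share of a cluster was 3.23% and became 0% without integration, 23.4% with 5000 features, 39.0% with 42 components, 42.4% at a resolution of 0.8 and 0% without the collagen genes, while a resolution of 1.1 gave 9.64%, within the interval.

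By cluster, the log2 ratio of *TGFBI* in cluster 1 over cluster 0 was 0.60 and became 1.15 with the mean of per-cell CPM and 0.63 in clusters made without the collagen genes. With the mean of per-cell CPM, that of *TF* in cluster 2 over cluster 0 changed from 4.36 to 4.00 and that of *P3H2* from -1.23 to -0.89, while that of *P3H2* in cluster 2 over cluster 1 reversed from -0.02 to 0.42. Without the collagen genes no cluster matched cluster 2, so *TF* and *P3H2* have no value there.

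The share of post-transplant cells with *PRG4* was 70.9% at 1 read and became 62.5% at 2 reads, 52.5% at 10 reads, 58.0% after thinning, 46.9% at 22 reads, 39.7% at 6 on the ln(CPM + 1) scale and 13.1% at 8. That of pre-transplant cells was 16.6% and became 7.5% at 8. These fall by construction, as fewer cells pass a higher limit. The *PRG4* log2 ratio of post- over pre-transplant was 1.26 and became 1.13 with the mean of per-cell CPM, 1.21 without mitochondrial genes, 1.30 with the stricter cell filter, 1.30 without marked doublets and 0.90 with the larger set of pre-transplant cells. Over cyAC it was -1.95 and became -2.03, -1.98, -1.90 and -1.87 under the first 4 of these. The share of genes with a larger ratio than *PRG4* was 5.94% and became 4.94% with a pseudocount of 10 and 8.74% with the larger set of pre-transplant cells. Of the 10 genes named for the largest ratios, 5 were again among the largest with a pseudocount of 10, because it shrinks the ratios of low genes. TMM factors moved the median log2 ratio of all genes from -0.39 to -0.17, and the ratio of *PRG4* from 1.26 to 1.48 with it. By the same shift the post- over pre-transplant log2 ratio of *SIK2* changed from -0.07 to 0.15 and that of *CRTC3* from -0.19 to 0.0351, so their direction depends on the normalization.

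For the genes of Supplementary Data 1, the share with the listed sign was 100% and became 91.2% within post-transplant cells and 75.4% within pre-transplant cells. Their median log2 ratio in the listed direction was 1.20 and became 0.86 with the limit at 5, 0.17 within post-transplant cells and 0.23 within pre-transplant cells.

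Depth limits what the shares show. A share of 0 over 320 cells allows up to 0.938% of cells with a read, and cyAC and cyFT cells had medians of 29699 and 27499.5 reads against 80335.5 in post-transplant cells, so a gene at a few reads per cell in the deeper sample can be missed in the shallower ones.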

Differences from the paper's values

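None of the 83 values compared differed by the rule used for its kind. The 58 log2 ratios of Supplementary Data 1 would differ by more than 0.001, and the largest difference was 0.00049. Another 21 values are cluster shares read by eye from Fig. 6d and Supplementary Fig. 6d, with a largest difference of 2.88 percentage points. Their rule was a difference of more than 1.5 times and beyond the counting interval. The 4 cell numbers had to be equal.

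The paper states that a substantial number of post-transplant cells showed a high level of *PRG4* compared with cyAC cells (Fig. 7b). Here the summed level was 1289 CPM in post-transplant cyiPS-Cart and 4986 CPM in cyAC, a log2 ratio of -1.95 that stayed negative under each alternative run, and the share of cells at or above each of the 6 limits on the ln(CPM + 1) scale was lower in post-transplant cells. A limit of 22 reads in every sample, chosen after seeing the values, gave a higher share in post-transplant cells, 46.9% (41.3 to 52.5) against 43.4% (38.0 to 49.1), with overlapping intervals and at a limit that equals 274 CPM at the median depth of post-transplant cells and 741 CPM at that of cyAC.

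The paper states high expression of *P3H2* in cluster #2 (Supplementary Fig. 5). Of the 4 genes it names there, *TF*, *TGFBI* and *COL1A1* were higher in the named cluster than in cluster 0, and *P3H2* was at 179 CPM in cluster 2, 182 CPM in cluster 1 and 421 CPM in cluster 0. The mean of per-cell CPM, an alternative set before the data were examined, was 184 in cluster 2, 137 in cluster 1 and 340 in cluster 0, higher in cluster 2 than in cluster 1 but not than in cluster 0. The share of cells with *P3H2* reads was highest in cluster 2, at 74.3% against 65.3% in cluster 0 and 41.2% in cluster 1. Among cyFT cells alone, a comparison chosen after seeing the values, it was at 179 CPM in cluster 2 against 73.4 CPM in cluster 1 and 181 CPM in cluster 0.

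The paper's adjusted p value for *PRG4* between pre- and post-transplant cyiPS-Cart took cells as replicates. With 1 sample per condition, no p value was computed here to set beside it.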

Other observations

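The tests of recipient cells, of the authors' correction of *PRG4*, of *COL1A2*, of the size of the differences between *PRG4*-positive and *PRG4*-negative cells and of differences between the libraries, the random draws of cells, the *PRG4* limits, the TMM factors for the pathway genes and the correlations of summed profiles were chosen after the result was seen.

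*PRG4* reads in more cells after transplantation than before. A difference in depth is argued against, since 58.0% of post-transplant cells (52.4 to 63.5) held a *PRG4* read after thinning to equal depth, against 16.3% (12.4 to 20.8) of pre-transplant cells. Recipient cells as the source of most cells with *PRG4* are argued against. They would hold only GFP-polyA RNA that was free in the suspension, and so less than donor cells, but the median GFP-polyA level was 5151 CPM (4650 to 5641) in the 227 post-transplant cells with *PRG4*, 102% of that in the 93 cells without it (5034 CPM, 4183 to 6000). Since the intervals overlap and only medians were compared, a minority of recipient cells would not be seen. The choice of 320 pre-transplant cells is argued against, since 17.3% (16.1 to 18.6) of the 3527 pre-transplant cells of Fig. 5 held *PRG4*. The choice of 320 post-transplant cells could not be tested, because no larger set of them was at hand. The authors' background correction is argued against for cells above its limit, since 46.9% of post-transplant cells (41.3 to 52.5) reach the 22 reads that are the lowest count of the pre-transplant library. It stays open for the 24.1% of post-transplant cells with 1 to 21 reads, a range in which the pre-transplant library shows no cell. Pre- and post-transplant cells also come from different libraries, and the methods state that pre-transplant cells were freed by enzyme in a culture medium with TGF-β1, GDF5 and BMP2 and post-transplant cells in a medium without them. No value here separates these differences from transplantation itself. From these counts alone, a rise of *PRG4* after transplantation remains a hypothesis for the cells above the limit. The paper has separate evidence from immunostaining, not analysed here. It reports the protein as barely detectable before transplantation and as present in the superficial zone afterwards.

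*COL1A2* reads in most post-transplant cells and *COL1A1* reads in few. *COL1A2*, the second chain of type I collagen, had reads in 88.4% of post-transplant cyiPS-Cart cells (84.4 to 91.7) at 25851 CPM, against 11.6% and 1962 CPM in cyAC, 66.6% and 18279 CPM in cyFT and 96.6% and 3861 CPM in pre-transplant cyiPS-Cart. The paper shows this gene on the cells of cyAC and post-transplant cyiPS-Cart (Supplementary Fig. 6b) and as a label of its heatmaps, and its text does not discuss it. *COL1A1* was listed at 0 in 230 of the 283 post-transplant cells that hold *COL1A2*. Before transplantation, 232 of 320 cells (72.5%) also held *COL1A2* without *COL1A1*, against 18 of 320 in cyAC and 10 of 320 in cyFT. The pre-transplant library holds *COL1A2* counts from 1 read on but no *COL1A1* count below 276 reads, so no order is read between its share and the post-transplant one. Recipient cells mixed into the post-transplant sample stay open as a source in these counts. They would hold only GFP-polyA RNA that was free in the suspension, and so less than donor cells. The median GFP-polyA level was 4962 CPM (4510 to 5501) in the 283 post-transplant cells with *COL1A2*, 78.6% of that in the 37 cells without it (6315 CPM, 4793 to 8452), with overlapping intervals. It was above that of pre-transplant cells, which are all of the donor (2242 CPM, 2050 to 2509), but those come from another library, so the level of free RNA in this one is not known. The 283 cells held 88.0% of the GFP-polyA reads of the sample, with at least 50 reads in each. By immunostaining, not analysed here, the paper reports GFP in nearly every cell of the repaired tissue, which recipient cells as the main source would not give. The authors' correction of background stays open, because it left no *COL1A1* count below 497 reads in this library. If the 230 cells held *COL1A1* in the ratio of cyFT (0.995 reads per *COL1A2* read), only 10% of them would fall below that count, but a lower ratio would be hidden. Reads of another gene assigned to *COL1A2* also stay open. The post-transplant cells held 2.54 *COL1A2* reads per *COL1A1* read, against 0.550 in pre-transplant cyiPS-Cart, 1.64 in cyAC and 1.00 in cyFT, and a source of such reads that differs between samples cannot be told apart from a change of *COL1A2* itself. A change in the balance of the 2 collagen chains after transplantation stays open too, and these data do not test it.

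Low *PRG4* counts in most cyAC and cyFT cells. The median *PRG4* count of a positive cell was 5 reads in cyFT and 15 in cyAC, while the largest were 20373 and 5765. A candidate explanation is *PRG4* RNA free in the pooled cell suspension. Of the 16 cyFT cells with at least 3 macrophage markers, all of which lay in cluster 4 of the integrated cells, 15 (93.75%, 69.8 to 99.8) held *PRG4* reads, with a median of 7 reads among the positive cells, against 86.8% (82.5 to 90.4) of the other 304 cyFT cells. Their median depths were 46085.5 and 26513.5 reads. The 16 cells held *LYZ* at 3754 CPM and *CD14* at 3417 CPM, against 2.43 and 3.59 CPM in the other cyFT cells. *PRG4* expressed by these cells themselves, or doublets with cartilage cells, stay open.

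Genes that differ between *PRG4*-positive and *PRG4*-negative cells. Whether the mix of pre- and post-transplant cells in the groups is the whole cause of the signs stays open. Of the 57 genes listed in Supplementary Data 1, 91.2% kept theirs within post-transplant cells and 75.4% within pre-transplant cells, but the paper chose the genes on these same cells, so kept signs exclude nothing. For the size of the differences the mix may be the larger part, since the median log2 ratio in the listed direction was 1.20 over both samples and 0.17 within post-transplant cells, while *PRG4*-negative cells alone differed by 2.22 between the samples. This holds for the listed genes only.

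cyFT cells join the cluster of the other samples when 12 cells are left out. Without the 8 post-transplant, 2 cyAC and 2 cyFT cells marked as doublets, 56.0% of cyFT cells lay in the cluster of most post-transplant cells. A candidate explanation is that the integrated clustering at this resolution is unstable to small changes of the cells. In 20 draws that left out the same numbers of random cells, 18 put over 50% of cyFT cells into that cluster. Over the draws the share had a median of 64.0% and ranged from 12.3% to 97.8%, with 2 to 5 clusters, while that of cyAC cells ranged from 82.4% to 100% and that of pre-transplant cells from 75.6% to 96.3%. Another seed on the full set of cells left the share at 12.2%. Without integration the cyFT cells stayed apart, with 2.81% of them in the main cluster of cyAC.

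cyAC, pre-transplant and post-transplant cells fall into separate clusters without integration. Differences between the sequencing libraries cannot be told apart from differences between the samples, because pre-transplant, post-transplant and cyAC cells each come from another library. The samples of 1 library separated too, with 2.8125% of cyFT cells in the main cluster of cyAC, but the summed profiles of this pair had the highest correlation of the 6 pairs (Spearman 0.825 across genes, against 0.653 to 0.709 for the others).

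Genes of the pathways the paper discusses were set side by side in pre- and post-transplant cyiPS-Cart, as values without an explanation, from cells that the authors freed in different media. *TGFB1* was at 414 CPM before and 97.3 CPM after transplantation, *TGFB2* at 122 and 67.8, *TGFB3* at 22.2 and 89.4, *SMAD3* at 42.8 and 115, and *SMAD7* at 50.8 and 106. *SIK3* was at 54.6 and 32.5 CPM and *SIK2* at 21.9 and 20.9, and *SIK1* was not among the listed genes. *CREB1* was at 80.6 and 43.0 CPM, *CRTC1* at 1.93 and 2.18, *CRTC2* at 18.6 and 23.3 and *CRTC3* at 34.6 and 30.4. Of the genes fixed as targets of cAMP and CREB, *PER1* was at 9.11 and 264 CPM, *FOS* at 623 and 5742, *NR4A1* at 86.5 and 437, *NR4A2* at 159 and 323, *CREM* at 28.1 and 18.1 and *PDE4D* at 17.8 and 29.9. In cyAC, freed in the same medium as post-transplant cells but from another library, the 6 genes were at 65.6, 754, 147, 108, 49.3 and 76.4 CPM in this order. None of these values tells an effect of freeing the cells from an effect of the pathway. The post- over pre-transplant ratio was 28.9 (25.1 to 33.5) for *PER1*, 9.22 (9.06 to 9.39) for *FOS*, 5.05 (4.81 to 5.31) for *NR4A1*, 0.235 (0.225 to 0.245) for *TGFB1* and 0.954 (0.844 to 1.08) for *SIK2*, where the last interval includes equal levels. TMM scaling shifts the median log2 ratio of all genes from -0.39 to -0.17 and the ratios of these genes with it. This takes the log2 ratio of *SIK2* from -0.07 to 0.15 and that of *CRTC3* from -0.19 to 0.0351, so no direction is read for either. The share of cells with reads went from 71.25% before to 65% after transplantation for *NR4A2* and from 25% to 19.4% for *CRTC2*. These shares go against the summed levels, so no direction is read for *NR4A2* or *CRTC2*. For *NR4A1* the shares were 50.9% and 49.7%, and 38.6% and 49.8% after thinning.

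The paper reports on immune cells by histology. In the transcriptomes, at least 3 of 5 listed pan-immune markers were found in 0 of 320 post-transplant and 0 of 320 pre-transplant cells (upper limit 0.938%), 1 of 320 cyAC cells and 16 of 320 cyFT cells (5%, 2.88 to 7.99). The macrophage list, of which 10 genes were listed, gave the same numbers. It shares 3 genes with the pan-immune list, and 6 of its genes are labels of cluster #4 in Fig. 6f. The T cell list gave 5.31% in post-transplant, 2.5% in pre-transplant and cyAC and 1.25% in cyFT cells, but 66.3% in cyiPSCs, and after thinning 0% in post-transplant cells and 3.05% in cyiPSCs, so it does not mark T cells here. The endothelial list gave 0 of 320 cells in pre-transplant, post-transplant and cyFT samples and 1 of 320 in cyAC. The cycling list, 6 of whose genes are labels of Fig. 6f, gave 13.4% in pre-transplant (9.90 to 17.7), 2.19% in post-transplant (0.884 to 4.45), 0.625% in cyAC and 3.75% in cyFT cells, and after thinning 5.33% in pre-transplant and 0.313% in post-transplant cells. In at least 25% of post-transplant cells, 1 gene of the T cell list and 1 of the endothelial list had reads, and none of the others. Enzymes used to free the cells can lose cell types, and the cells kept are those the authors chose, so a count of 0 is of these 320 cells.

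Y-linked genes were looked at as a mark of origin independent of GFP-polyA. Of the 5 that are listed, reads were found in each sample, at 298 CPM in cyiPSC, 298 in the pre-transplant cells of Fig. 6, 206 in post-transplant cyiPS-Cart, 588 in cyAC and 395 in cyFT. Donor cells and the tissues of the other animals both hold them, so these genes separate no origin here. *XIST* was not among the listed genes.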
